# Regulation of human cortical interneuron development by the chromatin remodeling protein CHD2

**DOI:** 10.1038/s41598-022-19654-y

**Published:** 2022-09-17

**Authors:** E. M. A. Lewis, G. Chapman, K. Kaushik, J. Determan, I. Antony, K. Meganathan, M. Narasimhan, P. Gontarz, B. Zhang, K. L. Kroll

**Keywords:** Neurogenesis, Developmental neurogenesis, Embryonic stem cells, Neural stem cells, Epigenetic memory, Development of the nervous system, Epigenetics in the nervous system, Neurogenesis, Embryonic stem cells, Epigenetic memory, Neural stem cells

## Abstract

Mutations in the chromodomain helicase DNA binding protein 2 (*CHD2*) gene are associated with neurodevelopmental disorders. However, mechanisms by which CHD2 regulates human brain development remain largely uncharacterized. Here, we used a human embryonic stem cell model of cortical interneuron (hcIN) development to elucidate its roles in this process. We identified genome-wide CHD2 binding profiles during hcIN differentiation, defining direct CHD2 targets related to neurogenesis in hcIN progenitors and to neuronal function in hcINs. CHD2 bound sites were frequently coenriched with histone H3 lysine 27 acetylation (H3K27ac) and associated with high gene expression, indicating roles for CHD2 in promoting gene expression during hcIN development. Binding sites for different classes of transcription factors were enriched at CHD2 bound regions during differentiation, suggesting transcription factors that may cooperatively regulate stage-specific gene expression with CHD2. We also demonstrated that CHD2 haploinsufficiency altered CHD2 and H3K27ac coenrichment on chromatin and expression of associated genes, decreasing acetylation and expression of cell cycle genes while increasing acetylation and expression of neuronal genes, to cause precocious differentiation. Together, these data describe CHD2 direct targets and mechanisms by which CHD2 prevents precocious hcIN differentiation, which are likely to be disrupted by pathogenic *CHD2* mutation to cause neurodevelopmental disorders.

## Introduction

Disruption of the processes that regulate fetal brain development can contribute to the etiology of neurodevelopmental disorders (NDDs), including autism spectrum disorder (ASD) and epileptic encephalopathies, the latter of which are a group of pediatric onset epilepsies with poor prognoses^1–3^. Many of these disorders arise, at least in part, from altered development of excitatory and inhibitory neurons in the cerebral cortex, where GABAergic cortical interneurons (hcINs) and glutamatergic excitatory projection neurons normally interact to modulate the balance of excitatory and inhibitory neuronal inputs to enable proper cortical function^4–6^. Transcription factors (TFs) and chromatin modifying proteins act together to control gene regulatory networks that underlie the specification and differentiation of both hcINs and cortical excitatory neurons. Mutations in genes encoding chromatin modifying proteins are over-represented among pathogenic contributors to NDDs, further demonstrating the critical nature of these proteins during neurodevelopment^7–9^. However, there is little known about the role of many of these proteins in and how their mutation alters neurodevelopment.

CHD2 is part of the nine-member chromodomain helicase DNA-binding (CHD) family of chromatin remodeling proteins. CHD family proteins are involved in a range of developmental processes, while mutations in several *CHD* family members cause human diseases including NDDs^10,11^. These proteins all contain chromodomains, which mediate their association with chromatin, and ATP-dependent helicase domains, which can remodel nucleosomes, while CHD1 and CHD2 also contain domains for direct binding to DNA^11,12^.

While the direct targets of CHD2 and mechanisms of action during brain development remain unknown, CHD2 has been shown to co-bind the genome together with cell type-specific transcription factors, including MyoD during myocyte differentiation^13^ and OCT3/4 in mouse embryonic stem cells^14^. Likewise, in our prior work we showed that CHD2 could co-bind the genome with the homeodomain transcription factor NKX2.1 at several target genes during specification of human ESCs (hESCs) to medial ganglionic eminence-like progenitors (hMGEs) and during their differentiation into hcINs^15^. CHD2 has also been shown to enhance deposition of the variant histone H3.3; which is associated with hyperdynamic chromatin enrichment at the promoter of genes that regulate cell-type specific developmental programs^13,14,16,17^, and is generally associated with poised or active histone modifications^14,17^. Finally, in addition to roles in regulating chromatin state to control gene expression, CHD2 has also been shown to modulate DNA damage repair by increasing nucleosome spacing and interaction with PARP1, potentially via promoting H3.3 incorporation into nucleosomes^18^.

Requirements for CHD2 activity during brain development have been studied in other developmental contexts, primarily in mouse models. Two CHD2 deficient mouse models displayed evidence of abnormal neural development although, similar to prior work in human cellular models, neither recapitulated a human epilepsy phenotype^16,19^. Other studies characterizing mouse models of CHD2 deficiency did not report neurological abnormalities and instead identified spinal, blood, and renal abnormalities^2,20–22^. We also previously demonstrated delayed maturation of hESC-derived human cortical interneurons following either shRNA-based knockdown of *CHD2* or CRISPR-based biallelic *CHD2* knockout, with these hcINs exhibiting subsequent electrophysiological abnormalities, while human cortical excitatory neurons displayed no electrophysiological abnormalities^15^.

Building upon these studies, we sought to elucidate the role of and mechanisms by which CHD2 regulates hcIN development. To do this, we first defined genomic locations bound by CHD2 during hESC specification into hMGE progenitors and their subsequent differentiation into hcINs, as well as examining corresponding changes in chromatin state at these regions during specification and differentiation. To understand requirements for CHD2 action we also manipulated CHD2 expression, generating an hESC line with heterozygous *CHD2* mutation, which mimics the haploinsufficiency seen in many patients heterozygous for pathogenic *CHD2* mutation or deletion. This work revealed cis-sequence features underlying CHD2 binding, chromatin state changes that occurred at these locations during differentiation, and key aspects of these developmental programs that were disrupted by *CHD2* haploinsufficiency. Together, our work here has defined direct targets and mechanisms of action by which CHD2 controls hcIN development and has determined how these are disrupted under conditions of *CHD2* haploinsufficiency, providing a framework for understanding why the *CHD2* gene is among those least tolerant to sequence variation in the human genome^3^.

## Results

### Expression of genes associated with CHD2 binding during hcIN differentiation

To understand how CHD2 might regulate hcIN differentiation, we assessed its genome-wide binding profile at day 0 (in hESCs), day 15 (in hMGEs), and day 35 (in hcINs) (Fig. 1A; Table S1), observing more peaks in hESCs (42,707), by comparison with hMGEs (19,626), or hcINs (17,737) (Fig. 1B). To assess how CHD2 peak locations changed during hcIN specification and differentiation, peaks were divided into those unique to one time point or present (shared) at two or more time points. Almost half of all hESC peaks (26,980) were unique to this time point. A similarly large number of peaks (10,946) were shared between all three cell states profiled, while smaller numbers of peaks were unique to hMGEs (4737) or hcINs (3105) (Fig. 1B). These peaks may be associated with roles that CHD2 performs specifically during hMGE specification or hcIN differentiation.

**Figure 1:**
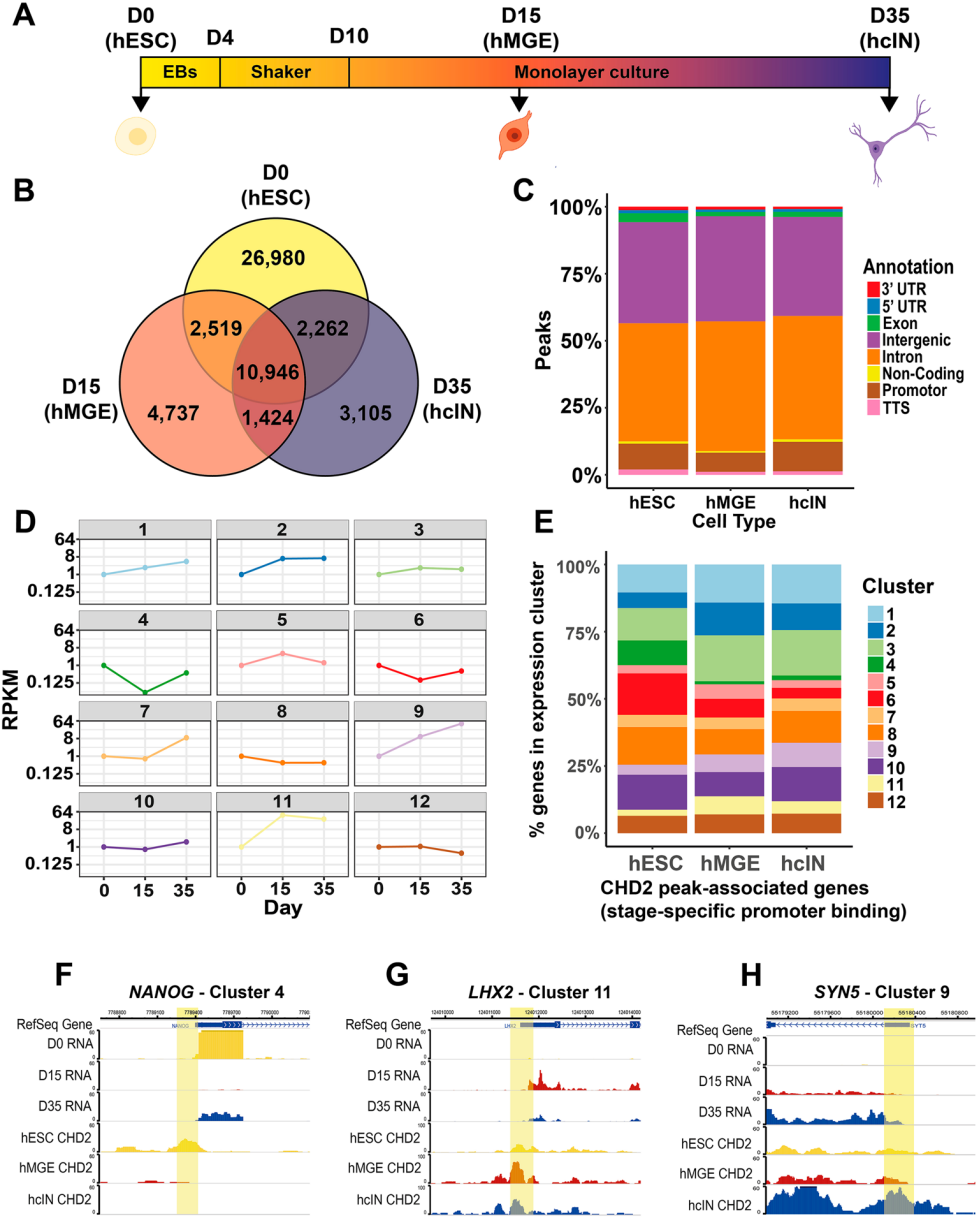
Genome-wide interrogation of CHD2 binding during hcIN differentiation from hESCs. (**A**) Differentiation scheme used to produce human cortical interneurons (hcINs) from human embryonic stem cells (hESCs) in vitro. Samples were collected and analyzed at day 0 (D0, hESCs), day 15 (D15; medial ganglionic eminence-like progenitors, hMGEs), and day 35 (D35, hcINs). (**B**) Number of peaks bound by CHD2 at each time point assayed, including stage-specific 'unique' peaks (D0, D15, and D35) and peaks present at multiple time points. (**C**) Genomic annotation of CHD2 bound peaks identified in hESCs, hMGEs, and hcINs, for all peaks present at each cell stage. (**D**) Examples of gene expression during differentiation of wild type (WT) hESCs into hcINs. 12 gene expression profile clusters were generated, with all genes in each cluster having similar expression trends; each example expression profile represented here corresponds to the cluster centroid values, assuming a D0 RPKM value of 1. (**E**) Distribution of genes with stage-specific, ‘unique’ CHD2 binding at the promotor region across the 12 WT gene expression clusters. (**F**–**H**) Epigenome Browser views for example genes in cluster 4 (**F**, *NANOG*), 11 (**G**, *LHX2*) and 9 (**H**, *SYN5*), showing RNA expression and CHD2 binding from hESC (D0) to hcIN (D35). Promoter proximal CHD2 peaks are indicated as yellow highlights.

Since regulatory proteins often bind both promoter-proximal and distal regulatory elements, we next investigated genomic annotations of CHD2-bound regions. During specification and differentiation, we found no major differences between annotations of CHD2 bound peaks, with a large number being either in introns or intergenic space, some of which may overlap cis-regulatory elements, while a smaller fraction were at gene promoters (Fig. 1C).

We hypothesized that stage specific CHD2 binding could be associated with correspondingly increased expression of the nearest associated gene. To investigate this, we assessed how expression of CHD2-associated genes changed during differentiation. Using our previously derived RNA-sequencing data for hESCs (day (D) 0), hMGEs (D15), and hcINs (D35) (Table S2), we clustered all genes with a greater than 1.5-fold change in gene expression either between D0-D15 or between D15–D35, to define 12 clusters of genes with similar expression profiles (Fig. 1D, Sup. Fig. S1). To validate the use of this clustering approach we examined 3 key markers of hMGE progenitors (*ASCL1, DLX2* and *NKX2.1*, Sup. Fig. S1), finding that they belonged to cluster 11, which contains genes that peak at day 15 as was expected for these hMGE markers. We also examined 3 key markers of hcINs (*SST*, *GAD1* and *GAD2*, Sup. Fig. S1) and found that they were assigned to cluster 9, which showed increased expression across differentiation as was expected for hcIN markers.

To focus on the highest-confidence regulatory element-to-gene associations, we focused on CHD2 peaks within 2 kb up- or downstream of the transcription start site (TSS; Table S1) and those peaks bound by CHD2 only at one stage (e.g. CHD2 bound uniquely in hESCs, but not in hMGEs or hcINs) and identified the expression cluster corresponding to each CHD2-associated gene. The enriched expression clusters differed, depending upon the stage of CHD2 binding examined. For example, CHD2 bound genes in hESCs were enriched for clusters 4 (dark green), 6 (red), and 8 (orange), each of which show decreased expression from D0-D15, during hESC pluripotency exit and hMGE specification (Fig. 1D,E). By contrast, CHD2 bound genes in hMGEs and hcINs were enriched for expression clusters 1 (light blue), 2 (dark blue), 3 (light green), 9 (light purple) and 11 (yellow), all of which increase in expression during hMGE specification and hcIN differentiation (Fig. 1D,E). Examples of the CHD2 binding and expression profiles for genes in some of these clusters are shown (Fig. 1F–H). These findings support our hypothesis that temporally restricted CHD2 binding during hcIN differentiation is associated with increased gene expression.

### CHD2 associates with suites of genes involved in stage-related developmental processes

To explore the identity of these CHD2-associated genes, we next performed gene enrichment analysis. Specifically, genes associated with at least one CHD2 bound peak that was proximal to the promoter and only bound at one stage (i.e. hESC, hMGE, or hcIN 'unique' peaks) were used for analysis. Terms associated with genes with hESC-unique CHD2 bound peaks included ‘cell–cell signaling’ and ‘morphogenesis’ (Fig. 2A,B, Table S3). Genes with at least one CHD2-associated peak unique to hMGEs or hcINs were instead predominantly associated with terms related to neurodevelopment (Fig. 2C–F, Table S3). For example, terms associated with hMGE-unique CHD2 peaks included ‘neurogenesis’ (Fig. 2C,D, Table S3), while terms associated with hcIN-unique CHD2 peaks were associated with more mature neurons, including ‘voltage-gated cation channel activity’ and ‘neuron projection development’ (Fig. 2E,F; Table S3). By comparison with these stage-specific binding events, terms associated with ‘all’ peaks (shared or unique) bound by CHD2 in hMGEs or hcINs were associated with similar processes, but the associations were less pronounced (Table S3).

**Figure 2:**
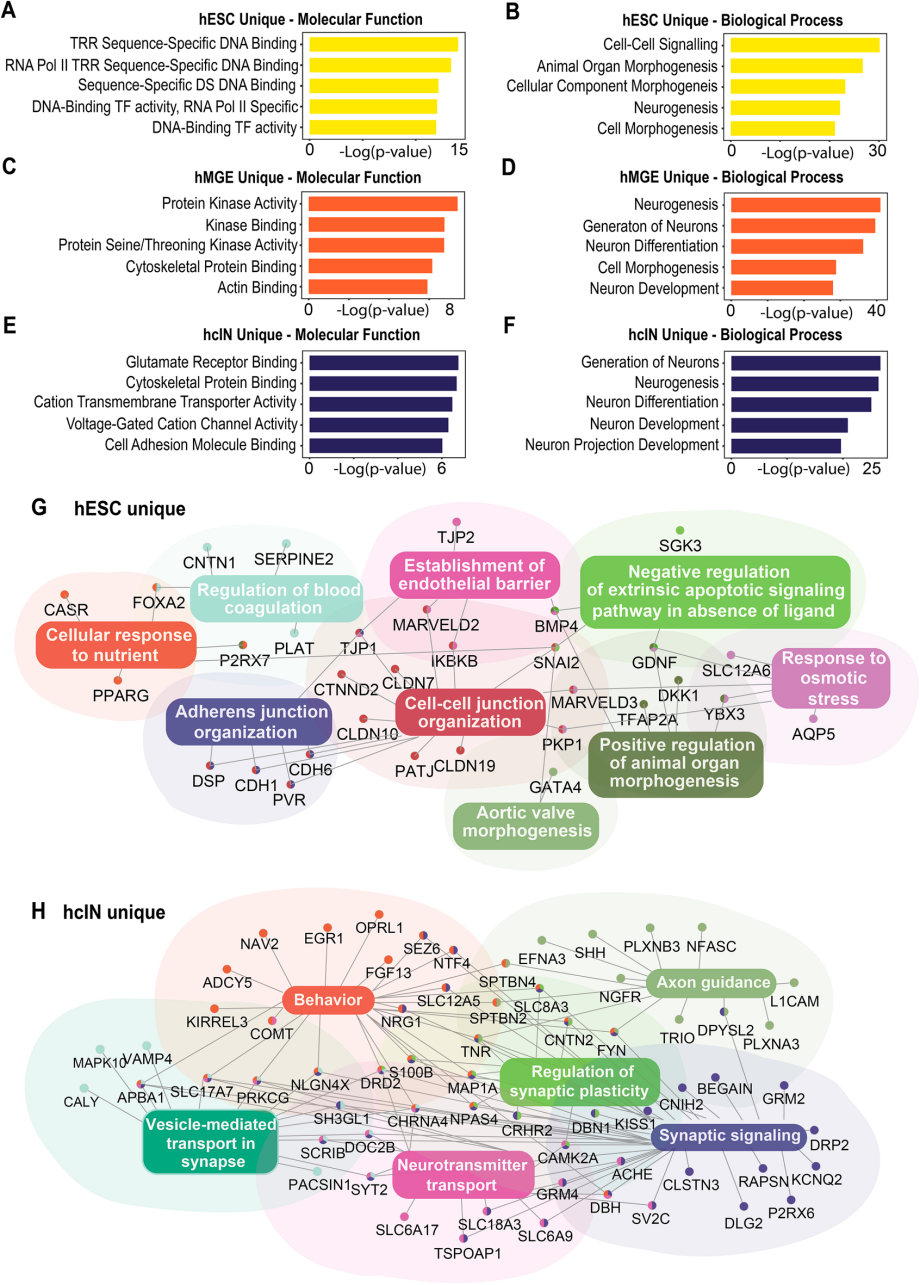
Analysis of genes associated with CHD2 binding during hcIN differentiation. (**A**–**F**) Gene ontology (GO) enrichment analysis of genes with a promoter proximal CHD2 peak uniquely in (**A**, **B**) hESCs, (**C**, **D**) hMGEs, or (**E**, **F**) hcINs. − Log10 *p* values for top enriched terms are shown. (**G**, **H**) Gene networks generated from a single representative GO term. In (**G**), the hESC ‘unique’ CHD2-bound gene network was generated by focusing on intracellular junction-related genes. In (**H**), the hcIN ‘unique’ CHD2-bound gene network was generated by focusing on synapse-related genes.

Pathogenic mutation of CHD2 is known to contribute to NDDs, including ASD and epilepsy, while many ASD- and epilepsy-associated genes are likewise important for neural development and neuronal function. We therefore compared genes that were bound by CHD2 at each developmental time point in our experimental scheme with known ASD and epilepsy genes. From a list of 102 ASD risk-associated genes^23^, 53 (52%) were bound by CHD2 at some point during hcIN differentiation, while many (34) of these genes were bound by CHD2 in hESCs, hMGEs, and hcINs (Supplemental Fig. S2; ASD). Most of these genes had low expression in hESCs and were highly expressed in hcINs, congruent with the involvement of many ASD-associated genes in neuronal differentiation or maturation (Supplemental Fig. S2). In comparisons with 536 epilepsy-related genes^24^, 57 (11%) were also bound by CHD2 at some point during hcIN differentiation, and many (32) of these were likewise CHD2 bound in hESCs, hMGEs, and hcINs (Supplemental Fig. S2; Epilepsy).

We next performed network analysis of the genes associated with CHD2 peaks unique to hESCs, hMGEs, or hcINs. Themes output from this analysis were congruent with the previously identified GO terms (Table S3), and one representative high-scoring theme for each stage of differentiation was selected for further analysis. For CHD2 bound genes in hESCs, a major theme was related to intracellular junctions and epithelial identity, and included genes such as *MARVELD2/3*, *CLDN7/10/19*, and *CDH1/6* (Fig. 2G). For CHD2 bound genes in hMGEs, this theme was related to neuroectoderm development and included genes such as *GBX2*, *SMAD2/4*, *ZIC1/3*, and *BMP7* (Supplemental Fig. S3). For CHD2 bound genes in hcINs, this theme was related to synapses, and included genes such as *CHRNA4*, *SLC17A7*, *NPAS4*, and *CNTN2* (Fig. 2H). Together, this indicates that CHD2 may be involved with maintaining proper expression of genes required for cell adhesion and cell cycle progression during the transition from pluripotency through early neural fate acquisition, as well as those required for later neuronal specification, differentiation, and maturation, further confirming a relationship between the stage of CHD2 binding and expression and activity of the associated genes.

### CHD2 peaks in hMGEs and hcINs contain binding motifs for transcription factors associated with hcIN development

Since CHD2 can co-regulate gene expression with cell type-specific transcription factors (TFs)^13–15^, we next explored the sequence enrichment for TF binding sites (TFBSs) under CHD2 peaks. As in prior analyses, we focused on CHD2-bound peaks that were bound in a stage-specific manner (“unique” peaks, including all peaks regardless of the distance to the nearest TSS), as these may represent regulatory elements specific to aspects of hcIN specification or differentiation. At the hESC stage, a range of TFBS were present at unique CHD2 binding sites (Fig. 3A, Table S4). Many of these transcription factors (e.g. OCT4, NANOG, and ZIC3) play roles in pluripotency and are highly expressed in hESCs.

**Figure 3:**
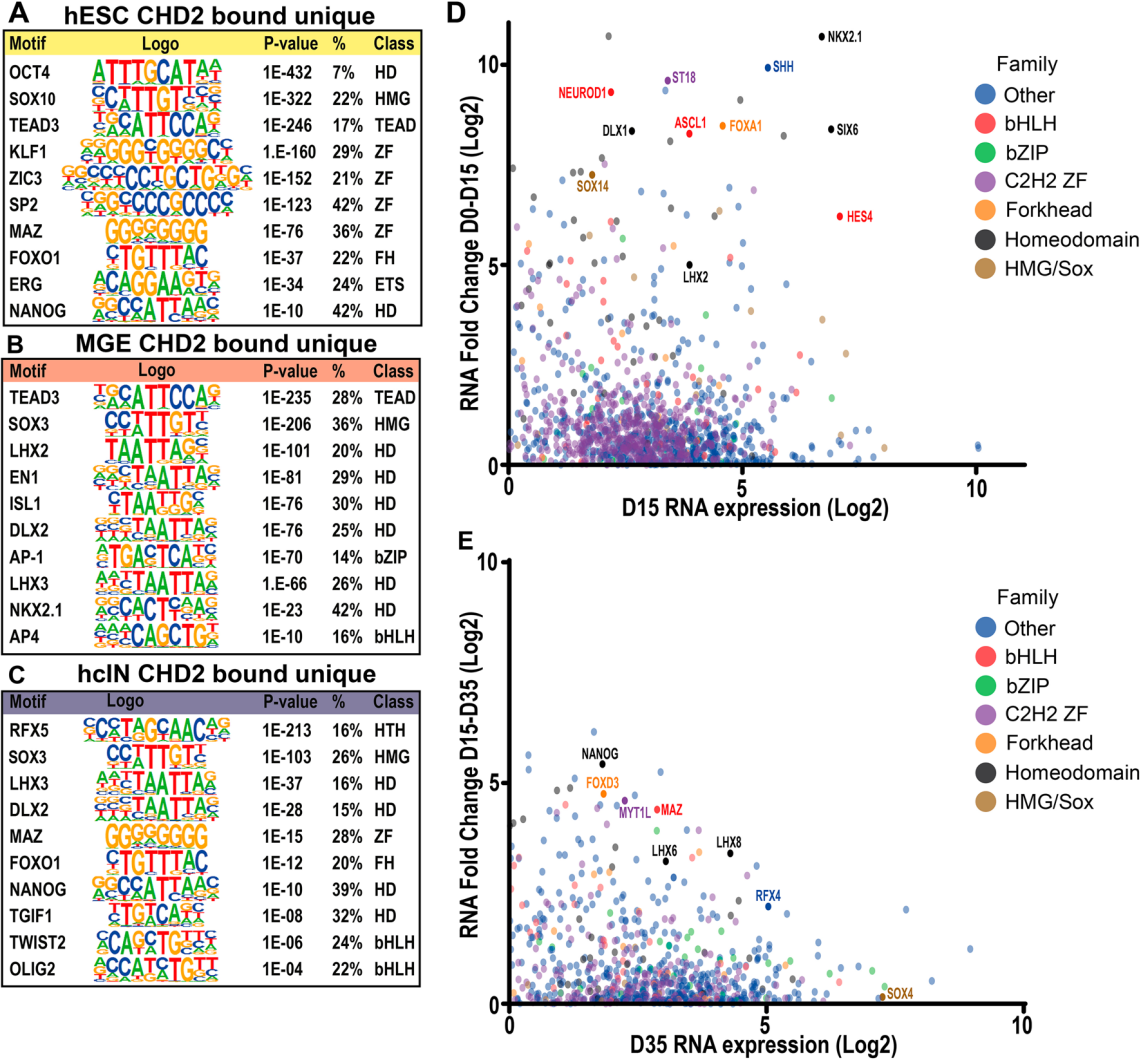
Analysis of candidate TFs that may co-bind the genome with CHD2 during hcIN differentiation. (**A**–**C**) Predicted transcription factor (TF) binding motifs under CHD2 peaks unique to (**A**) hESCs, (**B**) hMGEs and (**C**) hcINs. Adjusted p-values, the percentage of peaks with each TFBS, and the TF class are shown (HD = homeodomain, ZF = Zinc finger, FH = forkhead). (**D**) Expression changes of up-regulated TFs from hESC (D0) to hMGE (D15). Only TFs with a RPKM value greater than 1 (i.e. log2 RPKM > 0) and a positive fold change from D0 to D15 (i.e. log2 FC > 0) are shown. (**E**) Expression changes of up-regulated TFs from hMGE (D15) to hcIN (D35). Only TFs with a RPKM value greater than 1 (i.e. log2 RPKM > 0) and a positive fold change from D15 to D35 (i.e. log2 FC > 0) are shown.

At the hMGE stage, CHD2 bound sites continued to be enriched for TEAD binding motifs (Fig. 3B, Table S4); correspondingly, TEAD factors were highly expressed at both the hESC and hMGE stages (Supplemental Fig. S4; TEAD). CHD2 peaks specific to hMGE progenitors were also enriched for a number of homeodomain TFBS including those recognized by LHX2, DLX2, and NKX2.1, all of which play roles in hcIN development (Fig. 3B, Table S4). To further examine the potential relevance of these TFBS, we assessed the relative expression of all TFs from D0 to D15 of differentiation and annotated a subset of TFs that exhibited increased expression at D15 relative to D0 (Fig. 3D, Table S5). This analysis further highlighted multiple homeodomain TFs identified by the TFBS analysis, including NKX2.1, DLX1, SIX6 and LHX2, while further examination demonstrated that expression of many of these TFs is highest in hMGEs, relative to hESCs and hcINs (Supplemental Fig. S4; Homeodomain). These results suggest that CHD2 binding is associated with sites for binding by TFs that are important to specify hMGE progenitors.

Performing a similar TFBS analysis at the hcIN stage demonstrated enrichment for homeodomain, basic helix loop helix (bHLH), and Regulatory Factor binding to the X-box (RFX) TF binding motifs (Fig. 3C, Table S4). We found that, while many of these TFs were highly expressed at D35 (Fig. 3E, Table S5), their expression increased the most strongly from D0-D15 and then continued to increase D15–D35, suggesting roles in both specification and differentiation of hcINs (Fig. 3D,E, Supplemental Fig. S4, Table S5). Together, these data suggest that CHD2 may work with a range of TFs known to regulate the development of neurons or specifically cortical interneurons.

### CHD2 binding coenriches with H3K27ac in differentiating hcINs

After determining that CHD2 is frequently associated with genes with increasing expression during hcIN differentiation and is likely to co-localize at these sites with TFs that play important roles in this process, we next assessed the chromatin state of these putative regulatory elements. Since CHD2 has been shown to associate with poised or active chromatin^14,17^, we investigated three histone modifications associated with establishing these chromatin states: H3K4me3, which is enriched at active or bivalent promoters, H3K27me3, which enriches at repressive chromatin and bivalent promoters, and H3K27ac, which enriches at active enhancers.

By comparison with their chromatin state in hESCs, CHD2-bound, promoter-proximal (+/− 2 kb from the TSS) genomic regions exhibited increased H3K27ac coenrichment during hMGE specification and hcIN differentiation (Fig. 4A, Table S1). The peak subset that bound CHD2 in hMGEs and/or hcINs, but not in hESCs, showed the most pronounced CHD2 and H3K27ac coenrichment (Fig. 4A, Table S1). In examining all promoter-proximal genomic regions to which CHD2 binds in a non-temporally specific manner we also observed coenrichment with H3K4me3 at the hMGE stage and with H3K27ac at the hcIN stage, further suggesting an association between CHD2 binding and histone modifications associated with gene expression (Supplemental Fig. S5A).

**Figure 4:**
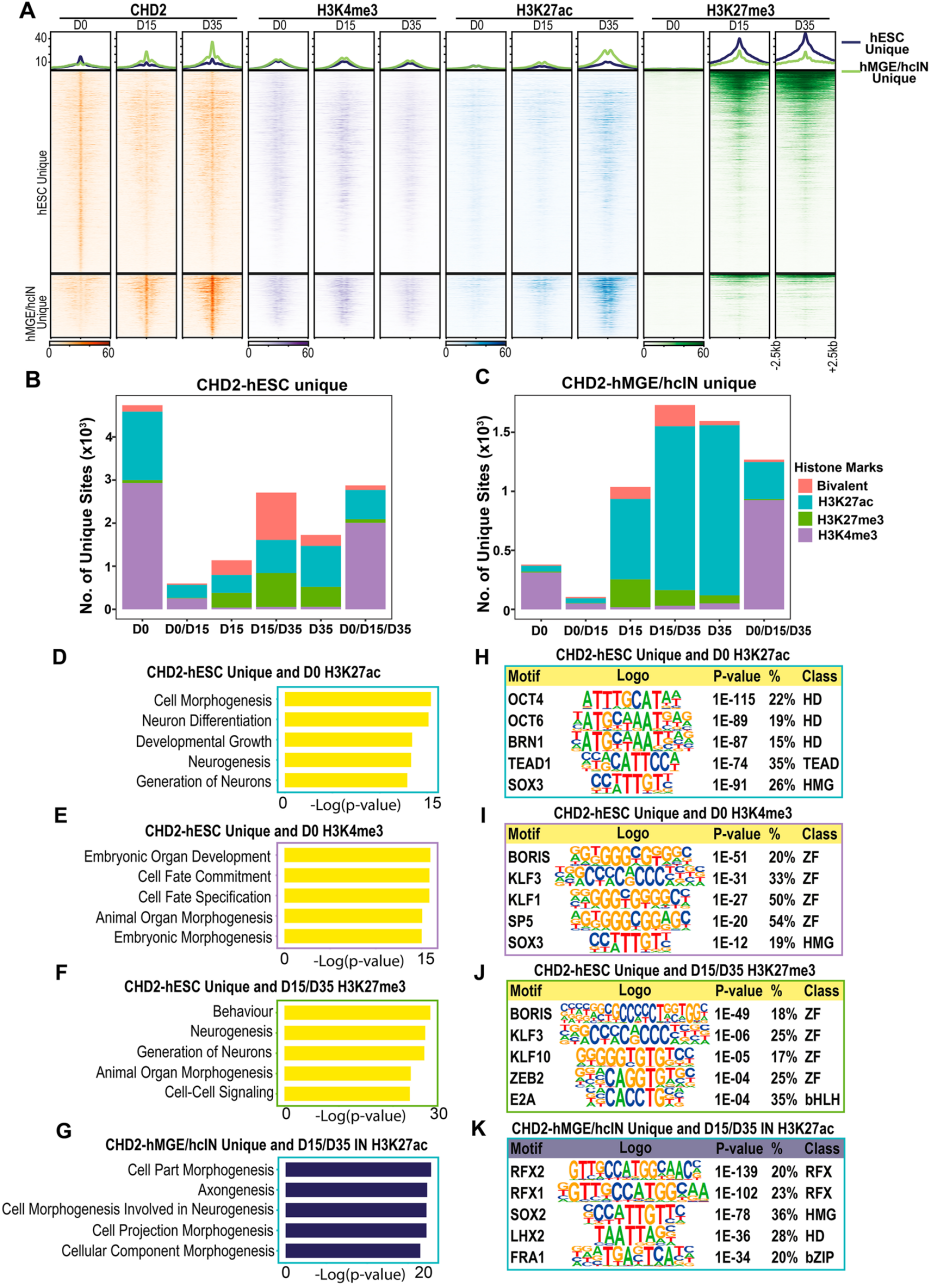
Histone modification states associated with CHD2 binding during hcIN differentiation. (**A**) Signal enrichment of H3K4me3, H3K27ac, and H3K27me3 modification around CHD2 bound peaks in hESCs, hMGEs, and hcINs. Line plots at top: averaged signal for CHD2 binding and histone modification in the hESC unique CHD2 peak cluster (upper panels) and the hMGE/hcIN unique peak cluster (lower panels), respectively. (**B**, **C**) Coenrichment of histone modifications with CHD2 bound peaks. For CHD2-bound peaks that were (**B**) unique to hESCs or (**C**) unique to hMGEs and/or hcINs but not hESCs, the number of unique overlapping peaks for each histone modification at the time indicated in days (**D**) is shown. Bivalent status was defined by the intersection between H3K4me3 and H3K27me3 peaks. (**D**–**F**) Gene ontology (GO) enrichment analysis of genes associated with CHD2 peaks unique to hESCs and enriched for (**D**) H3K27ac at D0, (**E**) H3K4me3 at D0, or (**F**) H3K27me3 at either/or D15 or D35. (**G**) Gene ontology (GO) enrichment analysis of genes with a CHD2 peak in hMGEs and/or hcINs and associated with H3K27ac at either/or D15 or D35, with p-values for top terms (expressed as -log10) shown. (**H**–**J**) Transcription factor binding site enrichment under CHD2 peaks unique to hESCs and enriched for (**H**) H3K27ac at D0, (**I**) H3K4me3 at D0, or (**J**) H3K27me3 at either/or D15 or D35. (**K**) Transcription factor binding site enrichment under CHD2 peaks in hMGEs and/or hcINs that were coenriched for H3K27ac at either/or D15 or D35.

To further examine the role of CHD2 binding in hcIN development we analyzed the chromatin state of all peaks (not just promoter-proximal) that were bound by CHD2 either uniquely in hESCs (Fig. 4B, Table S1) or in hMGEs and/or hcINs, but not hESCs (Fig. 4C, Table S1). Peaks uniquely bound by CHD2 in hESCs were most highly enriched for active histone modifications (H3K27ac or H3K4me3) in hESCs (Fig. 4B, D0), with a subset of these sites losing these active histone marks and/or gaining H3K27me3 during later stages of development. Peaks bound uniquely by CHD2 in hMGEs/hcINs instead coenriched predominantly for H3K27ac during differentiation (Fig. 4C; D15 and/or D35), having substantially less coenrichment with any histone marks at the hESC stage. However, it is important to note that, while both hESC-unique and hMGE/hcIN unique CHD2 peaks are generally enriched for H3K4me3 at the time of CHD2 binding, many of these peaks are coenriched for H3K4me3 during all stages of development (Fig. 4B,C D0/D15/D35). This trend is even more pronounced when examining sites where CHD2 is bound throughout development (Supplemental Fig. S5B, Table S1), suggesting that H3K4me3 coenrichment does not temporally relate to CHD2 binding or activity.

We also observed an increase in coenrichment of CHD2 with bivalent chromatin (carrying co-localized H3K27me3 and H3K4me3) at later stages of development, both at sites that are bound uniquely by CHD2 in hESCs and in hMGE/hcINs (Fig. 4B,C; D15 and/or D35). Examining all the sites of CHD2 peak coenrichment with bivalent chromatin, most of these sites were enriched for H3K4me3 at D0 and then gained the repressive H3K27me3 mark to become bivalent during differentiation (Fig. 4A, Supplemental Fig. S5C). This transition was more prevalent among the hESC-unique CHD2 peaks, suggesting that the gain of bivalency during differentiation involves a loss of CHD2 binding and a corresponding gain of the H3K27me3 mark (Fig. 4B,C; D15 and/or D35). Together, these findings support a model where CHD2 binding is associated with active regulatory elements and could contribute to maintaining an open/active chromatin state at these sites.

**Figure 5:**
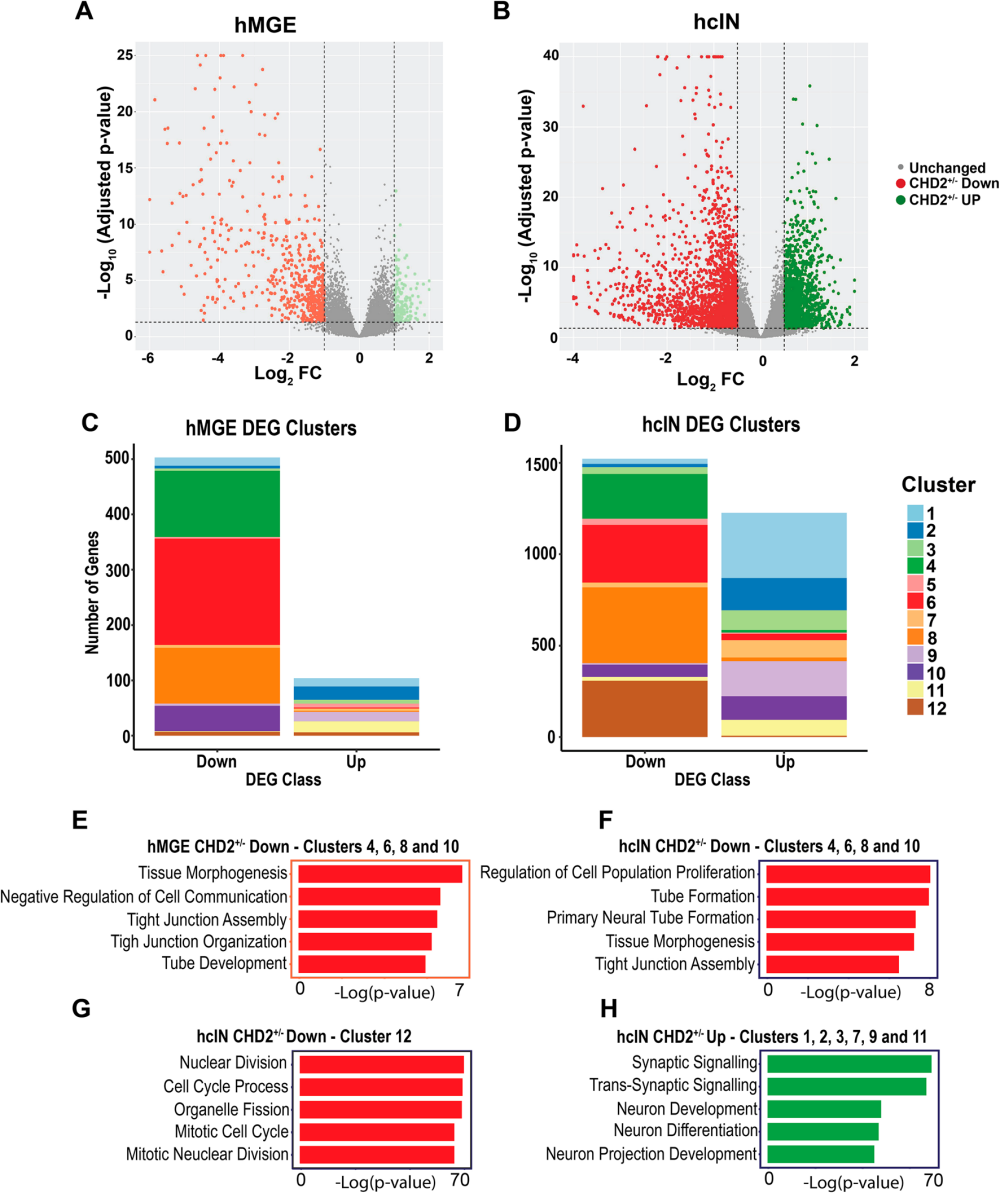
Gene expression changes in hMGEs and hcINs with CHD2 haploinsufficiency. (**A**, **B**) Gene expression differences (log2 FC) between wild type (WT) and mutant (CHD2^+/−^) in (**A**) hMGEs and (**B**) hcINs. Red: down-regulated genes in the mutant (CHD2^+/−^); green: up-regulated genes in the mutant (CHD2^+/−^). (**C**, **D**) Distribution across the 12 previously identified WT gene expression clusters for differentially expressed genes (DEGs) obtained in WT versus CHD2^+/−^ comparisons at the (**C**) hMGE and (**D**) hcIN stage. (**E**–**G**) Gene ontology (GO) enrichment analysis of DEGs down regulated in CHD2^+/−^ compared to WT models at the (**E**) hMGE or (**F**, **G**) hcIN stage. For hcINs, DEGs that mapped to WT expression (**F**) clusters 4, 6, 8 and 10, versus (**G**) cluster 12 were analyzed separately. (**H**) Gene ontology (GO) term analysis of DEGs that were upregulated in the CHD2^+/−^ compared to the WT model at the hcIN stage.

To gain a better understanding of which genes and pathways were associated with the changes in epigenetic state associated with CHD2 binding, we analyzed the top gene ontology (GO) terms for genes associated with subsets of CHD2 bound peaks with different histone modification states. For example, hESC-unique CHD2 bound peaks that coenriched with H3K27ac in hESCs were associated with genes related to neurodevelopment, including ‘Neuron Differentiation’ and ‘Neurogenesis’ (Fig. 4D, Table S6). By comparison, hESC-unique CHD2 peaks that co-localized with H3K4me3 were associated with general developmental genes, with top terms including ‘Embryonic Organ Development’ and ‘Cell Fate Commitment’ (Fig. 4E, Table S6). We also analyzed genes that were bound by CHD2 uniquely in hESCs but that gained the repressive H3K27me3 mark during neuronal differentiation (Fig. 4F, Table S7). The terms associated with these genes were similar to those obtained for the hESC-unique CHD2-bound peaks that co-localized with H3K4me3 and H3K27ac in hESCs, further suggesting that loss of CHD2 binding is associated with a transition from an active to a more repressive chromatin state at suites of developmental genes. CHD2-bound peaks in hMGEs/hcINs that coenriched with K3K27ac were also associated with genes related to neuronal differentiation; however, these terms were related to later neurodevelopmental processes, such as ‘Axongenesis’ (Fig. 4G, Table S6). Taken together, these results suggest that CHD2 binding is predominantly associated with histone marks denoting open and active chromatin and corresponding to genes involved in key developmental processes.

Since CHD2-bound peak subsets with different histone modification states were associated with developmentally distinct suites of genes, we also assessed the TFBS enrichment underneath these CHD2 peak subsets. This revealed distinct classes of TFBS enriched at each CHD2-bound peak subset. hESC-unique CHD2 peaks which co-localized with H3K27ac in hESCs were enriched for homeodomain and TEAD TFBS, including sites for OCT4 and TEAD1 (Fig. 4H, Table S7). hESC-unique CHD2 binding which co-localized with H3K4me3 in hESCs was instead associated with TFBS for multiple zinc finger transcription factors, including KLF1 and KLF3 (Fig. 4I, Table S7). CHD2 peaks that were unique to hESCs and that gained H3K27me3 in hMGEs/hcINs were also enriched for zinc finger TFBS, including motifs for KLF10 and ZEB2 (Fig. 4J, Table S7). By contrast, hMGE/hcIN-unique CHD2 peaks that co-localized with H3K27ac in hMGEs/hcINs were enriched for distinct RFX and homeodomain TFBS, including those recognized by RFX1, RFX2, and LHX2 (Fig. 4K, Table S7). These results suggest that CHD2 may play several roles in interneuron specification and differentiation, depending on its co-localization with distinct classes of transcription factors.

### CHD2 haploinsufficiency causes precocious differentiation through reduced cell cycle and increased neuronal gene expression

To further elucidate the mechanistic role of CHD2 during hcIN differentiation, we assessed how heterozygous CHD2 loss of function affected gene expression and chromatin state during hMGE specification and hcIN differentiation. 

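For the RNA-seq experiment behind this work, WT and CHD2+/- cells derived from the H9 hESC line were sequenced at the hMGE stage (day 15, progenitors with the identity of the medial ganglionic eminence) and at the hcIN stage (day 35, cortical interneurons). The authors deposited the number of reads counted on each gene, without normalization. The libraries analysed here were 4 WT and 4 CHD2+/- libraries at the hMGE stage, and 4 WT and 2 CHD2+/- libraries at the hcIN stage. The sample labels name the edited cells a CHD2 knockout, and the paper's name CHD2+/- is used for them here. Libraries described below as labelled CHD2+/- carry that knockout label. The paper's methods describe 4 biological replicate experiments per sample type. In hMGEs, 18288235 to 32777816 reads per WT library were counted on genes (median 20357271), and 13168366 to 20033529 per CHD2+/- library (median 18741728.5). In hcINs the WT libraries held 22586508 to 33841806 counted reads (median 28990941.5), and the CHD2+/- libraries held 35618516 and 35757077. All values here use these counted reads. To make the counts, the authors trimmed the reads with cutadapt, aligned them with STAR to hg38 with GENCODE annotation, and counted them per gene with featureCounts. From there, genes with at least 1 CPM (counts scaled to library size) in at least 0.5 of the libraries compared were kept, as in the paper's methods, which left 14998 genes at the hMGE stage and 16184 at the hcIN stage. Library sizes were normalized by edgeR's TMM method. The CHD2+/- and WT libraries of each stage were compared with edgeR's quasi-likelihood test, and genes with an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction were called differentially expressed genes (DEGs). The paper used DESeq2 with the same limits, which was run here as an alternative. With 2 CHD2+/- libraries at the hcIN stage, the spread within that group rests on a single difference. No pair of libraries of a group was alike within the sampling noise of its counts. The smallest chi-square per degree of freedom was 14.6, between CHD2+/- hMGE replicates 3 and 4.
CHD2, the gene disrupted in this line, lies on chromosome 15 of GRCh38 from 92886203 to 93027996, on the plus strand. In hMGEs its level was 53.3 ± 7.43 CPM (SD, n = 4) in WT libraries and 74.2 ± 9.96 CPM (SD, n = 4) in the libraries labelled CHD2+/-, a log2 fold change of 0.48 (standard error 0.20, adjusted p = 0.551 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the hcIN stage it was 62.4 ± 11.2 CPM (SD, n = 4) in WT and 84.4 ± 10.1 CPM (SD, n = 2) in the libraries labelled CHD2+/-, a log2 fold change of 0.44 (standard error 0.23, adjusted p = 0.253 from the same edgeR test). With each library left out in turn, the log2 fold change stayed between 0.41 and 0.56 at the hMGE stage and between 0.32 and 0.56 at the hcIN stage. CHD2 read counts were therefore not lower in the libraries labelled CHD2+/-, and the directions given from here on follow the labels.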

For this work, we derived an hESC line with mono-allelic disruption of *CHD2* (CHD2^+/−^), modeling the *CHD2* haploinsufficiency seen in most patients with *CHD2* mutations^2,25^. The guide RNA (gRNA) used targeted the third exon of *CHD2* and created a mutant *CHD2* allele with a two base-pair frameshift, predicted to result in a premature stop codon and a severely shortened protein (88 amino acids in the mutant, versus 1,829 in the WT protein and containing no known CHD2 functional domains; Figure S6A). Western blot analysis indicated that CHD2 protein levels in the *CHD2*^+/−^ hESCs were reduced by ~ 70% (Figure S6B). As has been demonstrated by our previous work in hESCs^15^ and by others in mouse ESCs^14^, no differences in pluripotency maintenance or cell proliferation were observed in WT versus CHD2^+/−^ hESCs and both cell lines were karyotypically normal (Figure S6C).

Analyzing gene expression changes between the CHD2^+/−^ and WT models at the hMGE and hcIN stages of development showed that the majority of differentially expressed genes (DEGs) were down regulated in the CHD2^+/−^ versus WT model at both time points (Fig. 5A,B). 

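In hMGEs, 63 genes were lower in the libraries labelled CHD2+/- than in WT libraries and made up 98.4% of the DEGs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In hcINs, 751 genes were lower and made up 69.6% of the DEGs. Of the 63 genes, 62 were also tested at the hcIN stage, where 61 had a negative log2 fold change and 39 were called lower. These counts changed when single libraries were left out. With all libraries, the smallest adjusted p-values were 0.0199 in hMGEs and 0.0190 in hcINs (edgeR's quasi-likelihood test), so all calls lay near the threshold of 0.05. A fit with a library fewer also has less power, so a lost call does not by itself single out the library left out. In hMGEs no gene was called lower without WT replicate 1, 2 or 3 or without CHD2+/- replicate 2 or 3, although 642 to 1268 genes then had an unadjusted p-value under 0.05. Without WT replicate 4 the count was 93. At the hcIN stage, 5 genes were called lower without WT replicate 1 and 0 without WT replicate 2 or 4, with 3031 to 3678 genes at an unadjusted p-value under 0.05, whereas 1386 were called lower without WT replicate 3. The 3 largest decreases at the hMGE stage, among the DEGs with a mean of at least 10 CPM and no overlap between the groups, were those of CLDN7, ERVH48-1 and TDGF1. Genes named only by a clone or LINC number were left out of this ranking. CLDN7, a claudin gene on chromosome 17 of GRCh38 (7259903 to 7263983), had 35.9 ± 33.3 CPM in WT and 0.931 ± 0.887 CPM in CHD2+/- libraries (SD, n = 4 each), a log2 fold change of -5.37 (standard error 0.93, adjusted p = 0.0376 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of ERVH48-1 and TDGF1 were -5.16 and -4.96. Pseudogenes of TDGF1 are listed in the same table, and up to 891 reads of a library were counted on one of them, so part of the TDGF1 reads could have been counted elsewhere. None of the 3 genes was called without any 1 of the 5 hMGE libraries named above. CLDN7 was also not called without CHD2+/- replicate 1 or 4, nor TDGF1 without CHD2+/- replicate 1. Their log2 fold changes stayed at or below -4.35. In hcINs the largest decreases by the same rule were those of APOA2 (log2 fold change -7.61), FOXD3-AS1 (-4.95) and LNCPRESS1 (-4.80). These sizes rest on few reads in the CHD2+/- libraries. Without CHD2+/- replicate 1 they were -12.56, -7.33 and -12.18, where APOA2 and LNCPRESS1 have 0 reads in the remaining CHD2+/- library, so that these 2 fitted values are not measured sizes. Without CHD2+/- replicate 2, FOXD3-AS1 was -4.06 and LNCPRESS1 -3.77. APOA2 was -6.16 without WT replicate 1. None of these 3 genes was called without WT replicate 1, 2 or 4. APOA2 had 72.8 CPM in WT replicate 1 and 8.10 to 11.1 CPM in the other WT libraries. FOXD3-AS1 shares 27.6% of its exon bases with FOXD3 on the opposite strand, and the paper's text does not say whether the reads were counted by strand. From the numbers of lower and higher genes, the paper states that the majority of DEGs were down regulated at both time points.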

Using our previously generated gene expression clustering (Fig. 1D, Supplemental Fig. S1A), we determined which cluster these DEGs belonged to. This analysis highlighted that, at both the hMGE and hcIN time points, DEGs that were downregulated in the CHD2^+/−^ by comparison with the WT model (CHD2^+/−^ Down) were enriched for expression clusters 4 (green), 6 (red), and 8 (orange) (Fig. 5C,D, Table S1). During differentiation, all of these clusters show decreased expression from D0 to D15 and an overall decrease in gene expression from D0 to D35 (Fig. 1D). These results indicated that CHD2 deficiency reduced the expression of genes that are normally downregulated during hMGE specification and hcIN differentiation. Enriched GO terms associated with these genes (Fig. 5E,F, Table S8) were related to early aspects of neurodevelopment or neural fate acquisition and altered cell–cell interactions (e.g. ‘Neural Tube Formation’, ‘Tissue Morphogenesis’, and ‘Tight Junction Assembly’). 

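For terms of Table S8 whose gene lists could be read in full, the fold changes of the listed genes were taken from the count table. The study chose these lists on the same libraries, so they are not independent evidence. Of the 45 genes under tissue morphogenesis at the hMGE stage, 39 were tested, all with a negative log2 fold change (median -1.96), and 11 were DEGs. Of 12 genes under tight junction assembly at that stage, 11 were tested, all negative (median -2.03), and 3 were DEGs. All 10 genes under somatic stem cell population maintenance were negative (median -3.60), 5 of them DEGs. In hcINs, all 21 genes under primary neural tube formation were negative (median -2.20), 11 of them DEGs, and all 17 under tight junction assembly were negative (median -2.25), 10 of them DEGs. With DESeq2, 24 of the tissue morphogenesis genes were called. No gene of these hMGE terms was called without WT replicate 1, 2 or 3 or CHD2+/- replicate 2 or 3, and none of these hcIN terms without WT replicate 1, 2 or 4.
A list of 44 tight junction genes and a list of 30 pluripotency genes, both written before the data were examined, were tested with camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over 15 list tests. Their themes follow the paper's results on these libraries, so the choice of themes is not independent of the data. In hMGEs the 35 tight junction genes tested had a median log2 fold change of -0.08, with the middle 50% between -1.64 and 0.27, and 19 of them were negative (camera adjusted p = 0.00609). That median was 0.03 without CHD2+/- replicate 1. At the hcIN stage 25 of 38 were negative, with a median of -0.40 (camera adjusted p = 0.00156). The pluripotency list had a median of -2.49 at the hMGE stage, with 19 of 20 genes negative (camera adjusted p = 2.02e-24), and of -3.85 at the hcIN stage, with 26 of 27 negative (camera adjusted p = 2.47e-17). In hcINs the pluripotency median was -8.04 without CHD2+/- replicate 1 and -2.91 without CHD2+/- replicate 2. These camera calls also held with fry, a rotation test (largest adjusted p = 0.0190), and none held when camera estimated the correlation between genes (adjusted p from 0.121 to 0.191). For the pluripotency list that correlation was 0.57 at the hMGE and 0.52 at the hcIN stage. Its p-values at the preset correlation are therefore too small.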

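Whether the difference between CHD2+/- and WT libraries itself changed from the hMGE to the hcIN stage was tested with an interaction term over all 14 libraries. Of 15242 genes, 0 had an adjusted p-value under 0.05 (smallest 0.113, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 1330 had an unadjusted p-value under 0.05. DESeq2 called 173 genes, and edgeR's test called 100 without WT hcIN replicate 3. Lists of cell cycle genes did change. The 54 genes of a G2/M phase list had a median change in log2 fold change of -1.58 from the hMGE to the hcIN stage, 51 of them negative (camera adjusted p = 3.11e-35). The 43 genes of an S phase list had a median change of -1.10, 41 of them negative (camera adjusted p = 4.08e-18). Both calls held with fry (adjusted p = 0.0190) and neither held with an estimated correlation (adjusted p = 0.0788 and 0.121). That correlation was 0.35 for the G2/M and 0.35 for the S phase list, against the preset 0.01. In hMGEs alone, the G2/M list had a median log2 fold change of -0.04 between CHD2+/- and WT libraries (camera adjusted p = 0.398), which was 0.0035 without WT hMGE replicate 1. The S phase list had a median of -0.17 (camera adjusted p = 0.0031), a call that did not hold with fry (adjusted p = 0.0979) or without CHD2+/- hMGE replicate 2.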

We also found a set of CHD2^+/−^ Down DEGs seen only at the hcIN stage; these were in expression cluster 12 (brown) (Fig. 5D); during differentiation, these genes exhibit decreased gene expression only between D15–D35, during hcIN differentiation (Fig. 1D). These genes were highly enriched for GO terms associated with cell division, such as ‘Cell Cycle Progression’ (Fig. 5G, Table S8).

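In hcINs, the genes of the G2/M phase list had a median log2 fold change of -1.73 between the libraries labelled CHD2+/- and WT, with the middle 50% between -1.96 and -1.22 (camera adjusted p = 1.36e-17). Of its 54 genes, 52 were negative, 31 were called lower over all genes tested, and 46 when adjusted over the list alone. For the S phase list the median was -1.28 (camera adjusted p = 1.66e-12). Of 43 genes, 42 were negative, 17 were called lower over all genes tested, and 27 when adjusted over the list alone. Both lists were also lower with fry (adjusted p = 0.0400 and 0.0437) but not with an estimated correlation (adjusted p = 0.191 and 0.206). The medians stayed between -1.86 and -1.54 for G2/M and between -1.37 and -0.93 for S phase with each hcIN library left out in turn. MKI67, a marker of cycling cells on chromosome 10 of GRCh38 (128096659 to 128126423), had 34.6 ± 6.67 CPM in WT (SD, n = 4) and 10.4 ± 3.78 CPM in CHD2+/- libraries (SD, n = 2), a log2 fold change of -1.73 (standard error 0.33, adjusted p = 0.0290 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicate 1, 2 or 4 its adjusted p from that edgeR test was between 0.0761 and 0.0945. Among the terms of Table S8, all 58 genes under chromosome segregation were lower (median -1.70, 31 DEGs), as were all 51 under DNA replication (median -1.42, 23 DEGs) and all 71 under mitotic cell cycle phase transition (median -1.47, 36 DEGs). The study picked these genes from the same libraries. With DESeq2 the DEGs under these terms were 52, 44 and 60, and without WT replicate 1, 2 or 4 there were none.

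**Figure D1:**
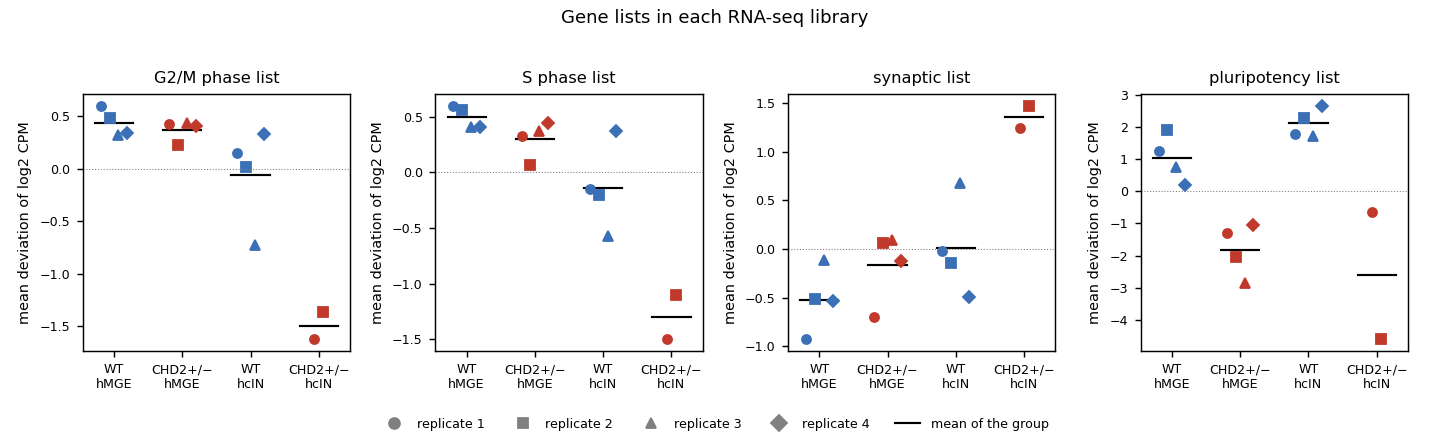
Scores of 4 gene lists in each RNA-seq library, as the mean over the list's genes of each gene's log2 CPM minus that gene's mean over the 14 libraries (y axis, log2), by genotype and stage (x axis). Points are libraries, with the marker giving the replicate number, and black lines are group means. The G2/M scores of the CHD2+/- libraries are -1.62 and -1.36 at the hcIN stage, below the WT range of -0.73 to 0.33.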

At the hMGE stage, there were very few DEGs up-regulated in the CHD2^+/−^ model by comparison with WT (CHD2^+/−^ Up); however, significant numbers of CHD2^+/−^ Up genes were detected at the hcIN stage. 

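At the hMGE stage, 1 gene was called higher in the libraries labelled CHD2+/- than in WT, against 328 at the hcIN stage (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 9 and 849 higher genes. In hcINs, 0 genes were called higher without WT replicate 1, 2 or 4, with 3031 to 3678 genes of either direction at an unadjusted p-value under 0.05, and 1227 were called without WT replicate 3. The gene at the hMGE stage was VEPH1, on chromosome 3 of GRCh38 from 157259742 to 157533619, with 36.6 ± 5.76 CPM in WT and 79.7 ± 6.74 CPM in CHD2+/- libraries (SD, n = 4 each). Its log2 fold change was 1.12 (standard error 0.20, adjusted p = 0.0398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VEPH1 was no longer called when any 1 of the hMGE libraries other than WT replicate 4 was left out, with log2 fold changes between 1.04 and 1.16. The 3 largest increases at the hcIN stage, by the rule used for the decreases, were those of TMEFF2, GABRA2 and ABLIM3. TMEFF2 rose from 4.71 ± 1.96 CPM in WT (SD, n = 4) to 44.1 ± 38.0 CPM (SD, n = 2), a log2 fold change of 3.22 (standard error 0.55, adjusted p = 0.0279 from the same edgeR test). It was 1.86 without CHD2+/- replicate 2. GABRA2, which encodes a GABA receptor subunit, had a log2 fold change of 2.75, which was 1.44 without CHD2+/- replicate 2. ABLIM3 had a log2 fold change of 2.73, and between 2.48 and 3.52 with each library left out. None of the 3 was called without WT replicate 1, 2 or 4. Of the 328 genes, 306 were tested at the hMGE stage, where 244 had a positive log2 fold change. The change between stages of single genes was not past the threshold, for example for VEPH1 (adjusted p = 0.319) and TMEFF2 (adjusted p = 0.308, edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment).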

CHD2^+/−^ Up DEGs in hcINs predominantly fell into expression clusters 1 (light blue), 2 (blue), 3 (light green), 7 (light orange), 9 (light purple), and 11 (yellow) (Fig. 5D, Table S1). During hcIN differentiation, all of these clusters exhibit increased expression at D35 versus D0. GO terms associated with these genes (Fig. 5H, Table S8) were enriched for terms related to neuronal differentiation and maturation such as ‘Synaptic Signaling’ and ‘Neuron Differentiation’.

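A list of 66 synaptic genes had a median log2 fold change of 1.40 at the hcIN stage between the libraries labelled CHD2+/- and WT (camera adjusted p = 1.77e-17). Of the 61 genes tested, 58 were positive, 18 were called higher over all genes tested, and 43 when adjusted over the list alone. The call held with fry (adjusted p = 0.0313) and not with an estimated correlation (adjusted p = 0.180). That correlation between genes was 0.36, against the preset 0.01. With each hcIN library left out, the median stayed between 1.22 and 1.81. In hMGEs 48 of 58 genes were positive and the median was 0.33 (camera adjusted p = 5.69e-06), which held neither with fry (adjusted p = 0.205) nor with an estimated correlation. The median rose by 0.89 between the stages (camera adjusted p = 6.90e-14, fry adjusted p = 0.0546). For the terms of Table S8 that could be read in full, which the study picked from these libraries, all genes tested were higher. The median log2 fold change was 1.47 for 34 of 39 genes under voltage-gated ion channel activity (9 DEGs), 1.96 for 20 of 27 under neurotransmitter receptor activity (7 DEGs), and 1.35 for the 26 under SNARE binding (9 DEGs). With DESeq2 the DEGs under these terms were 18, 14 and 18. Without WT replicate 3 they were 29, 16 and 24, and without WT replicate 1, 2 or 4 there were none. From these terms together with those of the lower genes, the paper reasons that neuronal genes rise and cell division genes fall in CHD2+/- hcINs.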

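The 6 genes measured in Fig. 6A are CKS1B, CCNB1, CCNB2, GMNN, DLGAP5 and MCM2. In the RNA-seq libraries of the hcIN stage, all 6 had lower CPM in both CHD2+/- libraries than in each of the 4 WT libraries, which for a single gene is 1 of the 15 ways to choose 2 of the 6 libraries. CCNB1, which encodes cyclin B1 and lies on chromosome 5 of GRCh38 (69167135 to 69178245), had 577 ± 133 CPM in WT (SD, n = 4) and 137 ± 20.4 CPM in CHD2+/- libraries (SD, n = 2). Its log2 fold change was -2.07 (standard error 0.28, adjusted p = 0.0262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCNB2, on chromosome 15, had 259 ± 59.5 and 66.4 ± 0.915 CPM, a log2 fold change of -1.96. DLGAP5, on chromosome 14, had 152 ± 55.0 and 35.6 ± 9.25 CPM, a log2 fold change of -2.09. CKS1B, on chromosome 1, had 288 ± 58.6 and 81.6 ± 13.7 CPM, a log2 fold change of -1.82. Pseudogenes of CKS1B in the same table held up to 452 reads in a library, so some of its reads could have been counted elsewhere. GMNN, on chromosome 6, had 102 ± 35.5 and 35.9 ± 0.847 CPM, a log2 fold change of -1.51. For MCM2, on chromosome 3 from 127598410 to 127622436, the log2 fold change was -1.20 (standard error 0.37, adjusted p = 0.0798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 22.8 ± 7.59 and 9.92 ± 0.100 CPM. MCM2 shares 23.6% of its exon bases with a gene on the opposite strand. Thus 5 of the 6 genes were called lower over all genes tested, and 6 of 6 when adjusted over the list alone (largest adjusted p = 0.0103 from the same edgeR test), which is not independent evidence, since the study picked the genes from these libraries. With DESeq2, MCM2 was called as well. None of the 5 was called without WT replicate 1, 2 or 4, with adjusted p from edgeR's test between 0.0555 and 0.100. The log2 fold changes of all 6 stayed between -2.38 and -1.05 with each library left out. GMNN was 155 CPM in WT replicate 4 and 82.8 to 86.3 CPM in the other WT libraries, and its log2 fold change was -1.24 without replicate 4.

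**Figure D2:**
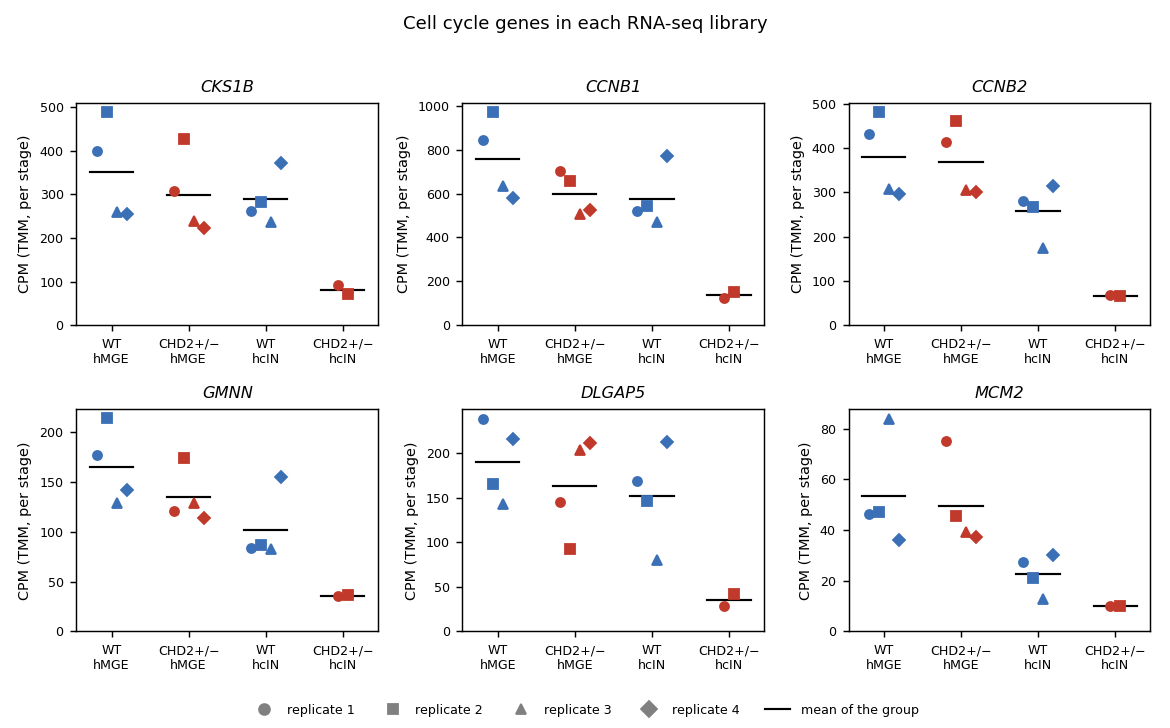
CPM of the 6 genes, normalized by TMM within each stage (y axis, from 0), in each RNA-seq library by genotype and stage (x axis). Points are libraries, with the marker giving the replicate number, and black lines are group means. In hcINs both CHD2+/- libraries lie below all 4 WT libraries for each gene.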

To confirm some findings from the RNA sequencing analysis conducted above, we selected six genes that were significantly down regulated in the CHD2^+/−^ model at D35 and belonged to GO terms related to cell cycle progression and we performed reverse transcription of RNA and quantitative PCR (RT-qPCR). This analysis confirmed that all six genes were significantly down regulated in the CHD2^+/−^ model, relative to wildtype (WT) cINs (Fig. 6A). To assess this phenomenon further, we examined the production of neurons in wildtype versus CHD2^+/−^ hcIN cultures by staining for Somatostatin (SST), a marker of early born hcINs. We found a significant reduction in the total number of neurons generated in CHD2^+/−^ hcIN cultures, with no change in the overall percentage of neurons that were SST immunopositive (Fig. 6B,C; Supplemental Fig. S6D). Immunostaining for NKX2.1 at day 25 also showed no significant difference in the proportion of immunopositive nuclei between WT and CHD2^+/−^ models (Supplementary Fig. S6E,F), further suggesting that CHD2 haploinsufficiency does not affect the specification of cortical interneurons.

**Figure 6:**
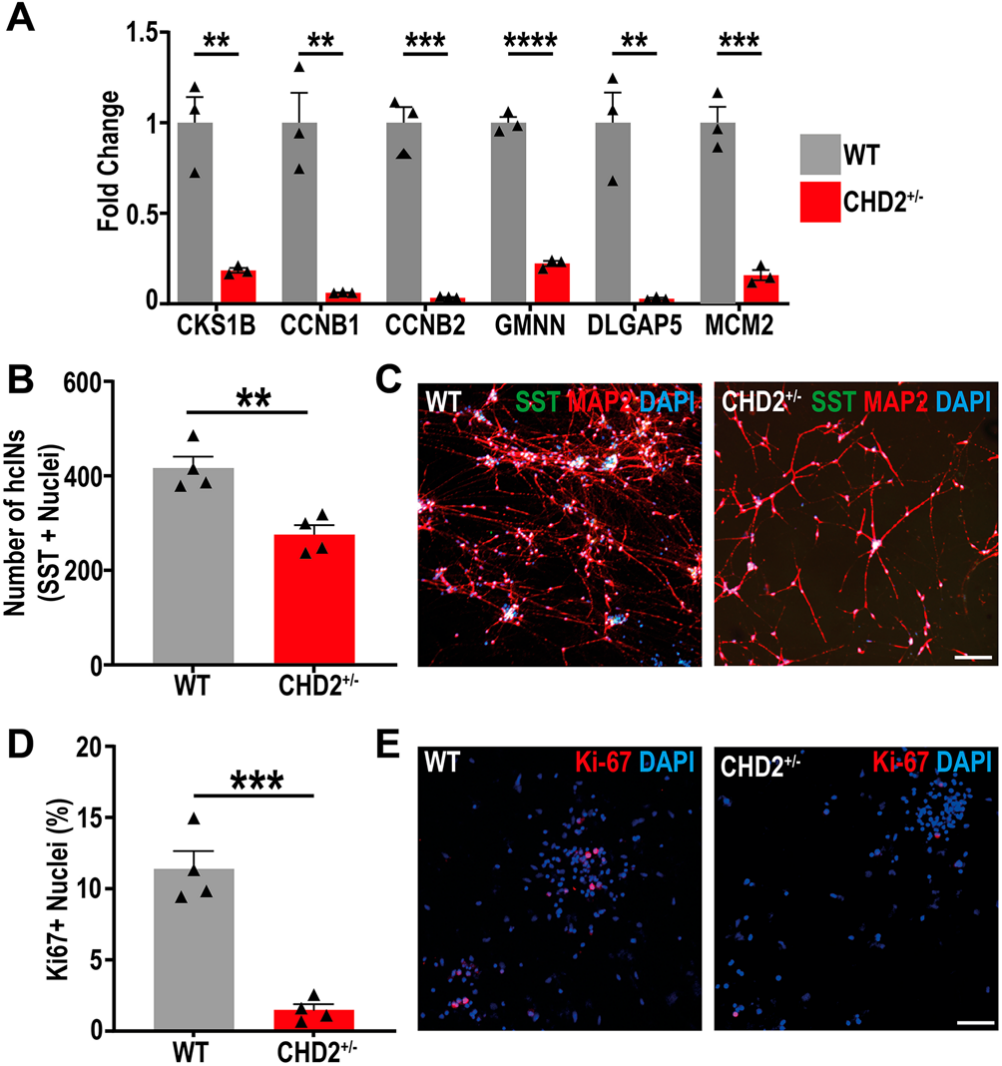
CHD2 haploinsufficiency alters the efficiency of the proliferation to differentiation transition during hcIN differentiation. (**A**) RT-qPCR was used to define the expression in WT and CHD2^+/−^ cultures at D35 of 6 significantly down-regulated DEGs (as obtained by RNA-seq analysis), that are associated with cell cycle progression. (**B**) Comparison of the numbers of SST immunopositive hcINs in WT versus CHD2^+/−^ cultures, after plating equivalent numbers of progenitors. Earlier and more efficient differentiation of progenitors resulted in a reduction in the total number of hcINs generated. n = 3 biological replicate experiments. (**C**) Representative images of SST and MAP2 staining in WT and CHD2^+/−^ D35 cultures. (**D**) The percentage of nuclei that were immunopositive for Ki-67 in the WT versus CHD2^+/−^ model at D35 of differentiation were defined. n = 3 biological replicate experiments. (**E**) Representative images of D35 cells immunostained for Ki-67. Scale bars = 100 µm. Data is represented as mean ± SEM and was analyzed by Students *t*-test: **P < 0.01 ***P < 0.001 ****P < 0.0001 versus control.

To confirm that the loss of hcINs was a result of alteration in the numbers of mitotically cycling cells in our CHD2^+/−^ model, we performed staining for the cell proliferation marker Ki-67 at D35, finding a significant reduction in the number of Ki-67 positive cells in the CHD2 haploinsufficiency model (Fig. 6D,E). We hypothesized that the loss of proliferating cells and the corresponding reduction in the number of SST+ hcINs present in CHD2^+/−^ cultures at D35 of differentiation could result from cells prematurely exiting the cell cycle. To test this hypothesis we pulsed EdU (5-ethynyl-2′-deoxyuridine) for 2 or 12 h at D22 of differentiation and then immunostained the cells for EdU at D30. Using this metric, we found no significant differences in the number of EdU+ cells at D30 (Supplemental Fig. S6G–J). Therefore, we suggest that the reduction in the number of proliferative cells in CHD2^+/−^ cultures is unlikely to be caused by cells prematurely exciting the cell cycle, but instead reflects a more complete transition of the cell population from cycling progenitors to immature neurons by D35. Together, this analysis suggests that CHD2 deficiency may enhance the potential for hcIN differentiation.

### Epigenetic consequences of CHD2 haploinsufficiency

As CHD2 binding at both the hMGE and hcIN stages was predominantly associated with H3K37ac coenrichment, we hypothesized that the reduction of CHD2 expression could result in the loss of H3K27ac and a corresponding decrease in expression of the associated genes. To investigate this hypothesis, we defined the H3K27ac peaks in the CHD2^+/−^ model at both the hMGE and hcIN stages. We examined H3K27ac differentially bound regions (DBRs) in CHD2^+/−^ and WT model comparisons associated with genes that were also bound by CHD2 at any time point. We found no DBRs which showed increased H3K27ac in CHD2^+/−^ hMGEs compared to WT (CHD2^+/−^ Up) and very few DBRs (143 peaks) with reduced H3K27ac in CHD2^+/−^ hMGEs compared to WT (CHD2^+/−^ Down). By contrast, in hcINs we found 2308 CHD2^+/−^ Down DBRs and a smaller number of CHD2^+/−^ Up DBRs (883 peaks).

As there were very few H3K27ac DBRs at the hMGE stage, and the transition from proliferative hMGE progenitors to differentiated hcINs is a critical stage of hcIN development, we focused on the DBRs in hcINs. We mapped H3K27ac DBRs in hcINs to the closest TSS and quantified the number that were associated with a DEG that changed in the same direction as the DBR in the CHD2^+/−^ versus WT comparison. While most DBRs did not associate with a DEG (Fig. 7A, Table S1), 511 CHD2^+/−^ down DBR peaks were associated with a CHD2^+/−^ down DEG, while 307 CHD2^+/−^ up DBR peaks were associated with a CHD2^+/−^ up DEG. To determine which peaks could be directly affected by CHD2 deficiency, we also quantified how many of these peak-associated genes were CHD2 bound in hcINs. Surprisingly, substantially more CHD2^+/−^ up DBRs were associated with both a CHD2^+/−^ up DEG and with CHD2 binding in hcINs, relative to the same type of comparison for CHD2^+/−^ down DBRs, resulting in similar numbers of peaks in each category (195 CHD2^+/−^ down DBRs associated with a CHD2^+/−^ down DEG and with hcIN CHD2 binding, and 231 CHD2^+/−^ up DBRs associated with a CHD2^+/−^ up DEG and with hcIN CHD2 binding). Finally, to better understand the role of CHD2, we examined the temporal nature of the CHD2 binding events at these sites. CHD2^+/−^ down DBRs associated with both CHD2^+/−^ down DEGs and CHD2 binding in hcINs were largely sites where CHD2 was bound throughout development (Fig. 7B "All", Table S1). By contrast, a substantial proportion of CHD2^+/−^ up DBRs associated with a CHD2^+/−^ up DEG and with CHD2 binding in hcINs (~ 40%) were sites where CHD2 only bound at later stages of development (either at both the hMGE and hcIN stages or uniquely in hcINs, Fig. 7B, Table S1).

**Figure 7:**
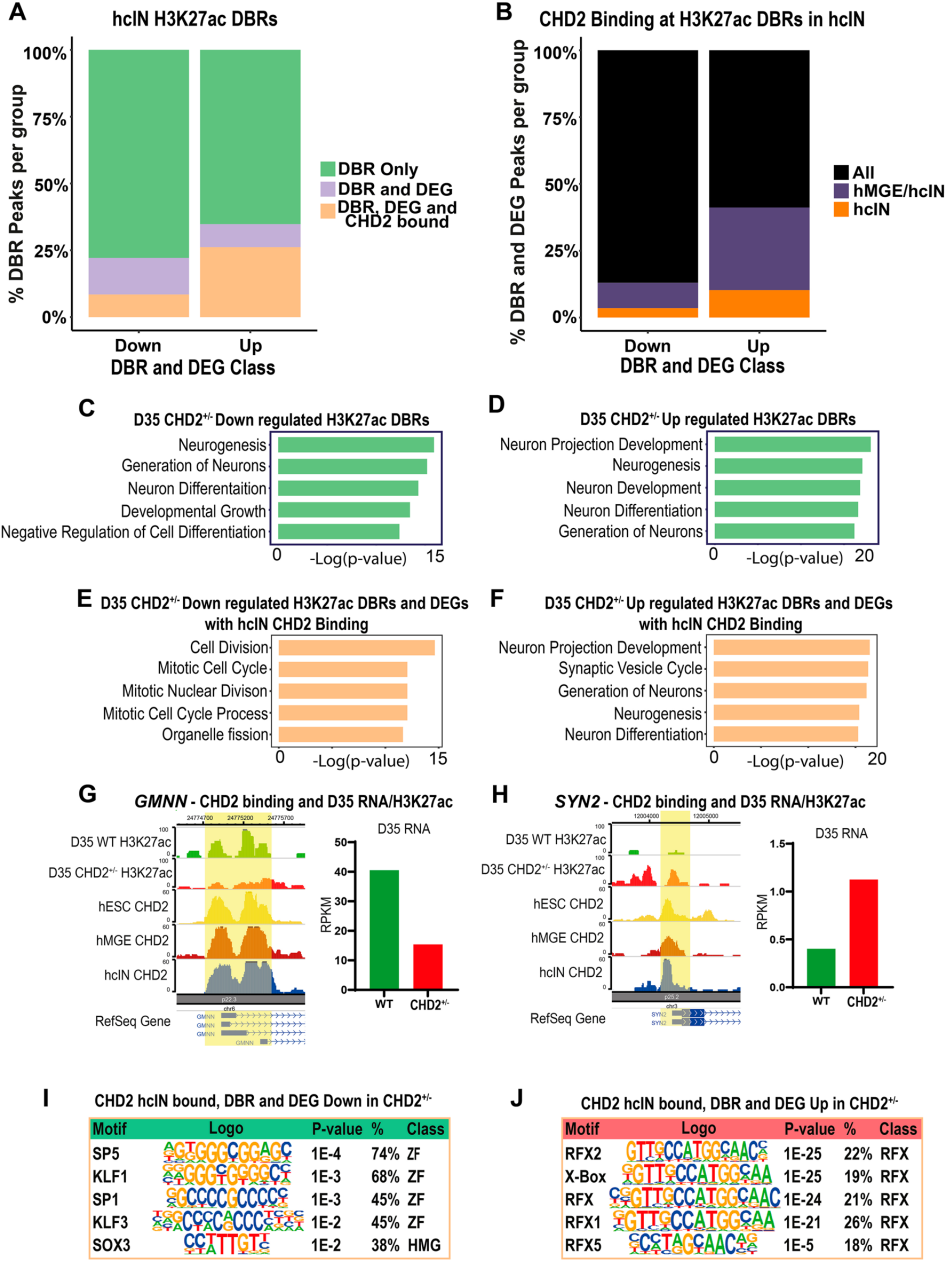
Corresponding epigenetic changes and differential gene expression resulting from CHD2 haploinsufficiency in hcINs. (**A**) Intersection of H3K27ac differentially bound regions (DBRs) and DEGs in the WT versus CHD2^+/−^ comparisons, and of CHD2 binding events in hcINs. DBRs and DEGs were required to change in the same direction in CHD2^+/−^ versus WT hcINs. (**B**) Temporal kinetics of CHD2 binding at H3K27ac DBRs associated with a DEG. The relative frequency with which DBR and DEG associated peaks were bound by CHD2 throughout differentiation (“All”) was compared was compared with the fraction of DBR- and DEG-associated peaks bound by CHD2 only at later stages of development (either at both the hMGE and hcIN stages or uniquely in hcINs). (**C**, **D**) Gene ontology (GO) enrichment analysis of DEGs associated with H3K27ac DBRs that were (**C**) down-regulated or (**D**) up-regulated in CHD2^+/−^ hcINs, by comparison with WT. Top GO terms and their -log10 p-values are shown. (**E**, **F**) Gene ontology (GO) term analysis of DEGs associated with H3K27ac DBRs that were also CHD2 bound in hcINs, where the DEGs and DBRs were either (**E**) down-regulated or (**F**) up-regulated in the CHD2^+/−^ versus WT hcINs. (**G**, **H**) Examples of H3K27ac DBRs that were associated with DEGs and with CHD2 binding in hcINs were obtained from analysis of genes associated with significant GO terms and include (**G**) *GMMN* (down-regulated DBR and DEG in the CHD2^+/−^ vs. WT comparison) or (**H**) SYN5 (up-regulated DBR and DEG in the CHD2^+/−^ vs. WT comparison). (**I**, **J**) Analysis of enriched transcription factor binding sites under DBRs that are also CHD2 bound peaks and are associated with DEGs in hcINs, with analysis considering either sequences under peaks that were (**I**) down-regulated or (**J**) up-regulated DBRs and DEGs in CHD2^+/−^ versus WT hcINs.

We went on to assess the function of DEGs that were associated with H3K27ac DBRs as described above. In these analyses, GO term enrichment was similar for both CHD2^+/−^ down and CHD2^+/−^ up data sets and predominantly featured terms related to neurogenesis and neuronal differentiation (Fig. 7C,D, Table S9). However, examining H3K27ac DBRs that were both associated with an H3K27ac DBRs and were bound by CHD2 in hcINs (Table S9) yielded enriched GO terms related to those observed in our overall DEG analysis (comparison of Figs. 5G,H, 7E,F, Table S8). 

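The expression part of Fig. 7G can be followed in the hcIN counts. The H3K27ac and CHD2 binding data were not analysed here. GMNN encodes geminin and lies on chromosome 6 of GRCh38 from 24774931 to 24786099. Divided by the gene length of 2476 bases in the authors' table, its counts correspond to 40.4 ± 12.7 RPKM in WT hcINs (SD, n = 4) and 14.7 ± 1.06 RPKM in the libraries labelled CHD2+/- (SD, n = 2), and the highest CHD2+/- value is below the lowest WT value. GMNN had an adjusted p of 0.0360 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called without WT replicate 1, 2 or 4. Of the terms of Table S9, the gene list under cell division could be read in full. The study chose it on these libraries. All 32 of its genes had a lower level in CHD2+/- hcIN libraries, with a median log2 fold change of -1.80 and the middle 50% between -2.06 and -1.33, and 18 were DEGs. The number of DEGs in this list was 27 without WT replicate 3 and 0 without WT replicate 1, 2 or 4.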

CHD2^+/−^ Down DBRs associated with both a CHD2^+/−^ Down DEG and with CHD2 binding in hcINs were enriched for terms related to cell cycle progression and cell division (Fig. 7E, example in Fig. 7G, Table S9). By contrast, CHD2^+/−^ Up DBRs associated with both a CHD2^+/−^ Up DEG and with CHD2 binding in hcINs were enriched for terms related to neuronal differentiation and maturation, including genes implicated in the etiology of NDDs including autism and epilepsy (Fig. 7F, example in Fig. 7H, Table S9). These results suggest that CHD2 could play a direct role in both up-regulation of cell cycle and down-regulation of neuronal genes during hcIN differentiation, with CHD2 deficiency resulting in reduced cell cycle and increased neuronal gene expression, consistent with an alteration of differentiation timing or potential.

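In the expression part of Fig. 7H, the gene is given as SYN2 in the figure and as SYN5 in its legend. SYN2 encodes synapsin II and lies on chromosome 3 of GRCh38 from 12004388 to 12192032. In the hcIN libraries its counts correspond to 0.407 ± 0.151 RPKM in WT (SD, n = 4) and 1.06 ± 0.374 RPKM in the libraries labelled CHD2+/- (SD, n = 2), at a length of 5683 bases. Both CHD2+/- libraries were above all WT libraries, and the log2 fold change of 1.31 was not past the threshold (standard error 0.41, adjusted p = 0.0840 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 its adjusted p was 0.0452. Over all settings tried for SYN2 the log2 fold change was positive at this stage, and it lay between 0.96 and 1.64 with each library left out. At the hMGE stage its log2 fold change was -0.77 (adjusted p = 0.714 from the same edgeR test). SYN1, another synapsin gene, on the X chromosome, rose from 2.39 ± 1.21 CPM (SD, n = 4) to 7.79 ± 2.55 CPM (SD, n = 2), a log2 fold change of 1.68 (standard error 0.45, adjusted p = 0.0590 from the edgeR test). SYN1 was called with DESeq2 (adjusted p = 0.0119). SYN1 shares 24.9% of its exon bases with a gene on the same strand. SYT5, a synaptotagmin gene on chromosome 19, had a log2 fold change of 1.29 (standard error 0.67, adjusted p = 0.249 from the edgeR test), with 11.6 CPM in WT replicate 3 and 2.13 to 3.03 CPM in the other WT libraries, and its log2 fold change was 2.27 without WT replicate 3, where it was called.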

Finally, we examined TF binding site enrichment under H3K27ac DBRs associated both with a DEG and with hcIN CHD2 binding. CHD2^+/−^ Down DBRs that met these criteria were enriched for zinc finger TFBS (Fig. 7I, Table S10), with the TFs that recognize these sites being most highly expressed at the hESC or hMGE stages. By contrast, CHD2^+/−^ Up DBRs were enriched for RFX factor binding motifs (Fig. 7J, Table S10), while many RFX TFs are most highly expressed during later stages of development (hMGE and hcIN). These results suggest that CHD2 could function cooperatively with zinc finger TFs to promote the expression of cell cycle genes, while it may instead antagonize the ability of RFX TFs to activate gene expression necessary for neuronal maturation. We hypothesize that these distinct activities underlie a direct requirement for CHD2-regulated target gene expression to control differentiation, and that this process is dysregulated under conditions of CHD2 deficiency (Fig. 8).

**Figure 8:**
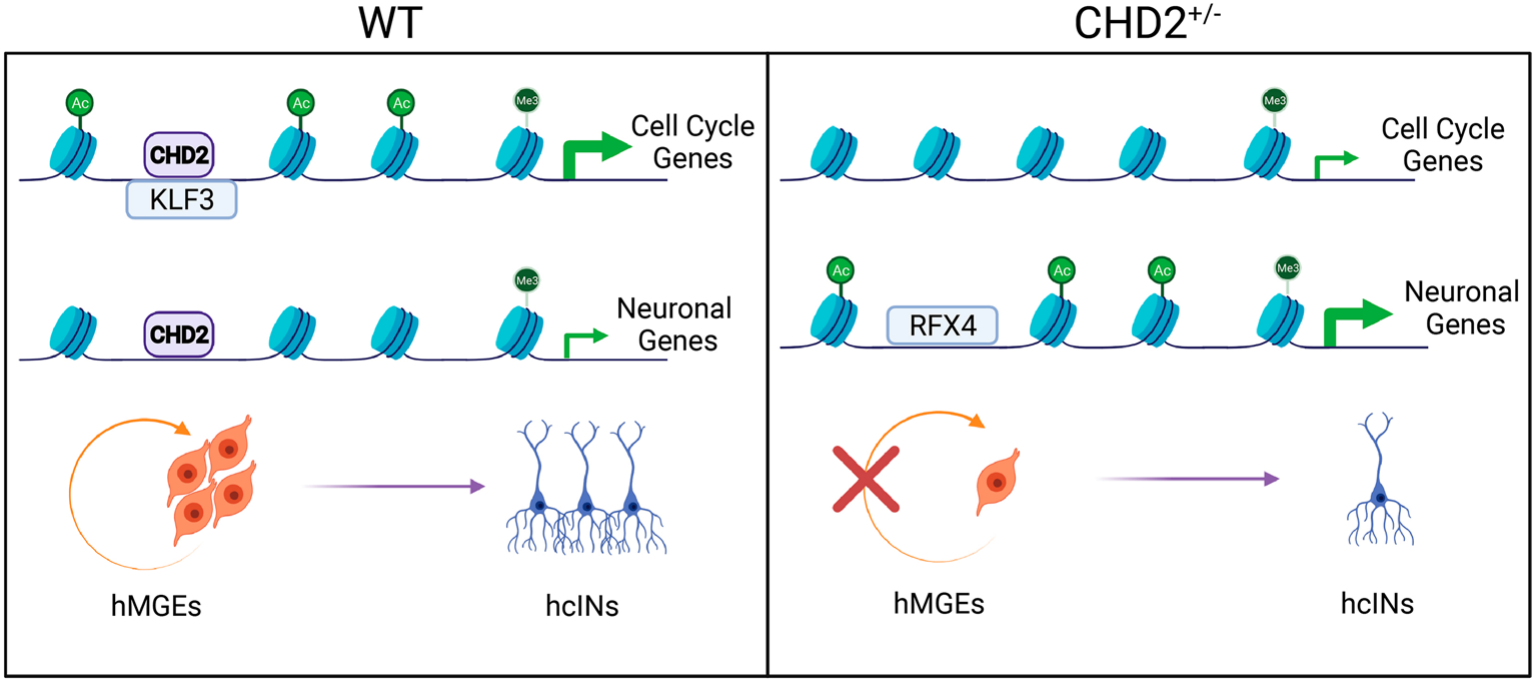
Model for CHD2 function during hcIN differentiation. During hcIN differentiation, CHD2 bound peaks exhibit high H3K27ac (Ac) and are near promoters enriched for H3K4me3 (Me) in genomic locations enriched for TFBS recognized by zinc finger TFs, including KLF3. CHD2-bound peaks with this configuration are associated with genes related to mitosis and cell division (cell cycle genes). Under conditions of CHD2 deficiency (CHD2^+/−^), H3K27ac is reduced at these sites and expression of the associated cell cycle-related genes is reduced. CHD2 binds another set of peaks without H3K27ac coenrichment in MGE progenitors. These are enriched for RFX TFBS and are associated with neuronal genes that are not highly expressed until hcIN differentiation. Under conditions of CHD2 deficiency, H3K27ac levels increase at these peaks and expression levels of these genes increase, potentially due to the presence of a chromatin environment permissive for binding of RFX TFs such as RFX4, which can promote neuronal gene expression. Ultimately, these direct requirements for CHD2 at two distinct direct target gene subsets results in more efficient differentiation in the CHD2^+/−^ model, due to consequent dysregulation of both cell cycle and neuronal genes.

## Discussion

In this study, we obtained genome-wide binding profiles for CHD2 at multiple stages of hcIN differentiation and integrated these data with both gene expression and chromatin state data, defining roles for CHD2 in human cortical interneuron development for the first time. We also compared chromatin state and gene expression data for WT MGEs and hcINs versus those with CHD2 haploinsufficiency, to identify epigenetic mechanisms that may underlie altered regulation of gene expression resulting from CHD2 deficiency. These results provide insight into the potential consequences of pathogenic *CHD2* mutation.

We first identified CHD2 bound genomic regions in hESCs, hMGEs, and hcINs. Many regions were CHD2 bound only at one time point, reflecting stage-specific roles, while CHD2 binding was frequently associated with high expression of the corresponding gene and with key stage-specific gene functions. CHD2 binding frequently preceded increased gene expression, suggesting that it may often facilitate a permissive chromatin environment that enables other TFs to promote gene expression. We also identified distinct classes of candidate TFs that may coregulate gene expression with CHD2 at each stage of interneuron differentiation. In hESCs, CHD2 bound sites were enriched for the zinc finger TFBS ZIC3 and TEAD3, and for OCT4 and NANOG TFBS, all of which regulate pluripotency^26,27^. These findings are consistent with a prior demonstration that CHD2 and OCT4 can cooperatively regulate gene expression in mouse ESCs^14^. In hMGE progenitors, CHD2 bound locations were instead enriched for multiple homeodomain TFBS, some of which have known roles in MGE specification^28,29^. Finally, in hcINs, CHD2 bound sites were enriched both for homeodomain TFBS, some of which were also enriched at CHD2 bound sites in hMGEs, and for bHLH and RFX TFBS. Together, these findings support distinct, stage-specific roles for CHD2 during interneuron specification and differentiation and suggest TFs with which CHD2 may cooperatively regulate gene expression at each stage.

We further examined patterns of TFBS and histone modification coenrichment at CHD2 peaks. In hESCs, our results were congruent with previously published work, demonstrating CHD2 enrichment at active promoters (coenriched for H4K4me3 and H3K27ac) and enhancers (marked by H3K27ac). Similar coenrichment has been identified previously in several cell types, including hESCs, mouse ESCs, and K562 human lymphoblast cells^14,17^. CHD2 and H3K4me3 were also coenriched at hESC-specific CHD2 peaks that gained the repressive H3K27me3 modification during differentiation, after CHD2 binding was lost. These data suggest that loss of CHD2 binding is permissive for acquiring a more repressive, bivalent chromatin state and is congruent with a prior finding for mouse ESCs, which suggested that CHD2 binding could block formation of repressive chromatin^14^. During hMGE specification and hcIN differentiation, CHD2 bound sites frequently gained H3K27ac coenrichment, suggesting that this change in chromatin state may be central to CHD2-mediated target regulation during interneuron differentiation.

Assessing the effects of CHD2 haploinsufficiency provided additional information regarding its roles in interneuron differentiation. A particularly interesting gene set was down-regulated in CHD2^+/−^ hcINs, relative to WT conditions, and included many cell cycle genes, the expression of which normally decreases in the WT model only after MGE specification and during hcIN differentiation. By contrast, genes upregulated in CHD2^+/−^ hcINs were largely related to neuronal differentiation and function. Together, these data support a role for CHD2 in controlling the transition from proliferative hMGE progenitor to post-mitotic hcIN. These results are reminiscent of findings from prior murine and human studies of CHD2 loss, which resulted in reduced progenitor proliferation and accelerated differentiation^16,19,30^. For example, Shen et al.^16^ found premature neuron differentiation upon shRNA-based *Chd2* knockdown in mouse cortex. Kim et al.^19^ also identified reduced cIN progenitor numbers in the MGE of *Chd2*^+/−^ mice, resulting in abnormal transcriptomic and electrophysiological properties of mature cINs. During differentiation of the LUHMES neural progenitor cell line, Lalli et al.^30^ also showed that *CHD2* knockdown reduced progenitor proliferation. Finally our previous work on a CHD2 knock-out hESC model showed a loss of TUBB3+ cells and reduced expression of both hMGE (LHX6 and DLX2) and mature hcIN (GAD2) markers^15^. These results are also consistent with our hypothesis that CHD2 functions to regulate the transition between mitotically cycling progenitors and maturing hcINs. However, the prior findings additionally suggested that, either directly or indirectly, the complete loss of CHD2 resulted in functional neuronal alterations, including a significantly lower threshold for action potential firing and larger peak sodium currents^15^.

While prior studies are compatible with our findings here, supporting a role for CHD2 in regulating the transition of cortical neurons from proliferation to differentiation, the mechanistic basis of this requirement was previously unknown. Based upon our data, we propose a model for CHD2 function during hcIN differentiation (Fig. 8). Our data indicates that CHD2 directly regulates two broad classes of genes, those involved in maintaining hMGE progenitors as proliferative cells (cell cycle genes, Fig. 8) as well as those that promote hcIN differentiation (neuronal genes, Fig. 8). CHD2 bound sites at cell cycle genes coenrich for H3K27ac and are associated with genes that are highly expressed in hMGE progenitors, relative to hcINs. CHD2 deficiency causes H3K27ac to be lost at these sites, while expression of the associated genes decreases. We hypothesize that CHD2 deficiency reduces the active, open chromatin state (marked by H3K27ac) at these sites, reducing the ability of TFs to bind and activate cell cycle gene expression (Fig. 8). Conversely, at CHD2 bound neuronal genes, CHD2 deficiency results in H3K27ac gain at CHD2 peak locations and a corresponding increase in expression of the associated neuronal gene. We hypothesize that CHD2 binding to peaks associated with these neuronal genes may instead antagonize the recruitment of TFs such as RFX4, which can activate neuronal gene expression (Fig. 8); therefore, reducing CHD2 levels may indirectly promote neuronal gene expression by facilitating transactivation of regulatory elements by RFX or other TFs. Together, these data support direct CHD2 requirements at two distinct classes of target genes to regulate cell cycle and neuronal gene expression, respectively, during hcIN differentiation. Further work to test the predictions of this model, including determining how CHD2 haploinsufficeny or pathogenic mutation alters its genome binding profile and, consequently, how this alters TF binding and activity at CHD2 peak locations, will provide further insight into the mechanisms by which this regulation occurs.

These results also suggest altered mechanisms by which *CHD2* mutations could cause neurodevelopmental phenotypes. For example, reduced expression of genes that promote neural progenitor proliferation under CHD2 deficient conditions could contribute to the microcephaly seen in ~ 20% of patients with *CHD2* mutations^2^. This dysregulation could also reduce interneuron numbers, disrupting the balance between cortical excitatory and inhibitory neuronal activity to contribute to epileptic encephalopathy^31^. Likewise, many neuronal genes with H3K27ac gain and increased expression under CHD2 deficient conditions are linked to the etiology of autism and other NDDs, including *MYT1L*, *NRXN3*, *SLC12A5*, and *SNAP25* (Supplemental Table S9)^32–35^. 

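In the hcIN counts, NRXN3, MYT1L, SNAP25 and SLC12A5 were all higher in the libraries labelled CHD2+/-, and 1 of the 4 was a DEG over all genes tested. NRXN3, on chromosome 14 of GRCh38 from 78170373 to 79868291, rose from 14.0 ± 5.92 CPM in WT (SD, n = 4) to 63.9 ± 46.3 CPM (SD, n = 2), a log2 fold change of 2.19 (standard error 0.49, adjusted p = 0.0410 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without CHD2+/- replicate 2 it was 1.15, and it was not called without WT replicate 1, 2 or 4 (adjusted p from 0.0937 to 0.128 in edgeR's quasi-likelihood test). MYT1L, on chromosome 2 from 1789113 to 2331664, rose from 5.30 ± 5.92 to 26.2 ± 15.1 CPM, a log2 fold change of 2.28 (standard error 0.83, adjusted p = 0.129 from the same edgeR test). SNAP25, on the short arm of chromosome 20 (10172395 to 10308258), rose from 35.7 ± 29.9 to 141 ± 44.0 CPM, a log2 fold change of 1.97 (standard error 0.65, adjusted p = 0.106 from the same edgeR test). SLC12A5, on the long arm of chromosome 20 (46021690 to 46060150), rose from 2.85 ± 1.34 to 7.36 ± 3.89 CPM, a log2 fold change of 1.35 (standard error 0.47, adjusted p = 0.111 from the same edgeR test), with 1 CHD2+/- library inside the WT range. Without CHD2+/- replicate 1, the log2 fold change of SLC12A5 was 0.68. With each library left out in turn, that of MYT1L was between 1.53 (without CHD2+/- replicate 2) and 3.44 (without WT replicate 3), and that of SNAP25 between 1.62 and 2.73 (without the same libraries). The levels of genes on the short and the long arm of chromosome 20 differed between libraries of the same group. The median over genes of the short arm minus that of the long arm was -0.69 and 0.95 on the log2 scale in the 2 CHD2+/- hcIN libraries, which limits what SNAP25 and SLC12A5 show by themselves. Adjusted over the list alone, 4 of the 4 genes passed (largest adjusted p = 0.0267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not independent evidence, as the study chose them on these libraries. DESeq2 called NRXN3, MYT1L and SNAP25, and all of MYT1L, SNAP25 and SLC12A5 were called by edgeR's test without WT replicate 3. With the replicate number as a block in edgeR's test, MYT1L and SNAP25 were called and NRXN3 was not.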

Our finding here suggesting that CHD2 could potentially antagonize the binding or activity of the RFX TFs is also particularly interesting, as recent work has linked mutations in *RFX* genes to neurodevelopmental disorders and demonstrated that TFBS recognized by the RFX TFs are enriched in cis-regulatory regions of ASD risk genes^36^. Together, these data describe a network of direct CHD2-dependent target genes implicated in NDDs, the regulation of which is likely to be disrupted by many *CHD2* pathogenic mutations. Given the link between *CHD2* pathogenic mutation and ASD, our findings here provide a set of candidate cis-regulatory elements under the direct control of CHD2 that can be used to further investigate functional interplay between CHD2 and the RFX TFs in regulating neuronal gene expression and how its disruption could contribute to the etiology of ASD and other neurodevelopmental disorders.

Finally, while CHD2 deficiency may impact hcINs most significantly^15,16^, it will also be important to further assess its role in human cortical excitatory neurons, as these play an equally important role in properly balancing neuronal excitation and inhibition. Future work to examine how pathogenic mutations in different CHD2 functional domains alter chromatin binding and activity would contribute to our understanding of mechanisms of CHD2-dependent gene regulation during neurodevelopment and their perturbation in patients with *CHD2* mutations. Individuals with *CHD2* mutation exhibit a range of phenotypes and clinical diagnoses, including epilepsy, ASD, or both, as well as varying severity of clinical phenotypes. While this may make linking mechanistic consequences of different classes of *CHD2* mutations to clinical phenotypes challenging, such cross-comparisons could be very informative. We hypothesize that CHD2's stage-specific roles, suggested by our work here, and the potential for *CHD2* mutations to differentially affect neurodevelopmental gene regulation could contribute to the heterogeneity of patient diagnoses, through varying effects on the ability of CHD2 to bind target subsets or to interact with TFs. This could affect the timing of progenitor proliferation and differentiation in some cases, while additionally or instead altering control of gene expression required for neuronal maturation or function in others. The data obtained here regarding CHD2's direct targets, contextual information related to how CHD2 regulates these targets, and mechanisms by which its deficiency affects hcIN development provides a foundation for understanding neurodevelopmental gene dysregulation that may underlie patient phenotypes. These findings could ultimately be used to guide the development of targeted therapies that focus on restoring chronically perturbed pathways and processes, with the potential to ameliorate clinical symptoms.

## Methods

### Cell culture and differentiation

Work with hESCs was performed in approval and accordance with our institutional Embryonic Stem Cell Research Oversight Committee (ESCRO) under protocol #12-002. All hESCs were maintained under feeder-free conditions on Matrigel (Corning) in mTeSR1 (STEMCELL Technologies) and all experiments were carried out in H9 hESCs, which were obtained from WiCell Research Institute. Specification of hESCs as MGE progenitors (hMGEs) and differentiation into hcINs was performed using our previously described protocol^15^. Briefly, EBs were produced either in V-bottom 96-well non-adherent plates or using AggreWell™800 Microwell Culture Plates (STEMCELL Technologies). hESCs were dissociated with Accutase (Life Technologies) and 40,000 cells per well were added to V-bottom 96-well non-adherent plates (Corning) or 1.5 × 10^6^ cells per well on an AggreWell™800 Microwell Culture Plate. For AggreWell™800 Microwell Culture Plates, EBs were formed in EB formation media (STEMCELL Technologies) for 3 days before differentiation was started (day (D) 0) by switching to hcIN differentiation media. For V-bottom plates, EBs were formed in hcIN differentiation media, which constituted day 0 of differentiation. hcIN differentiation media contained Neurobasal-A (Life Technologies), B-27 supplement (without Vitamin A; Life Technologies), 10 µM SB-431542 (Tocris Biosciences), 100 nM LDN-193189 (Tocris Biosciences), 1 µM Purmorphamine (Calbiochem), and 2 µM XAV-939 (Tocris Biosciences). For the first 8 days of differentiation, media also contained 10 µM Y-27632 (Tocris Biosciences). EBs made in V-bottom plates were maintained for 4 days before moving to an orbital shaker set to 80 rpm, whereas EBs generated using AggreWell™800 Microwell Culture Plates were maintained on an orbital shaker from D0 of differentiation. On D10 of differentiation, EBs were plated onto Matrigel- and laminin- (5 µg/mL; Sigma) coated plates. At D15 of differentiation, cells were considered hMGE progenitors and were maintained in hcIN differentiation media supplemented with SB-431542, LDN-193189, Purmorphamine, and XAV-939. For terminal differentiation neurospheres were formed from hMGE progenitors using either V-bottom plates or AggreWell™800 Microwell Culture Plates as previously described, in hcIN differentiation media supplemented with 1 µM Purmorphamine. Neurospheres were maintained for 2 days in the required plates and then were maintained on an orbital shaker for 2 days at 80 rpm. After 20 days of differentiation, neurospheres were plated onto Matrigel- and laminin- (5 µg/mL) coated plates or chamber slides and maintained in hcIN differentiation media supplemented with 1 µM Purmorphamine. From day 27–31, DAPT (10 µM; Tocris Biosciences), ascorbic acid (200 µM; Sigma), and BDNF (20 ng/mL; PeproTech) were added to the media, and from day 31–35, DAPT was replaced with cAMP (200 µM; Sigma). Cells were harvested at days 0 (hESCs), 15 (hMGEs) and 35 (hcINs) for assays, including RNA-sequencing (RNA-seq), RT-qPCR, ChIP-seq, and CUT&Tag. On D0 and D15, hESCs and hMGEs, respectively, were harvested by dissociation with Accutase, and on day 35, Neural Rosette Selection reagent (STEMCELL Technologies) was used to isolate purified populations of differentiated neurons and remove remaining undifferentiated cells from these cultures, followed by dissociation of the remaining cells with Accutase, and plating as neuronal monolayers for further culture.

### Modeling CHD2 haploinsufficiency

To model CHD2 haploinsufficiency, a heterozygous mutant (CHD2^+/−^) hESC line was constructed by CRISPR-based gene disruption in wild type (WT) H9 hESCs, using our previously described approach^15^. Heterozygous *CHD2* mutation was validated by Sanger sequencing and all lines were shown to be karyotypically normal, with testing conducted by the Washington University School of Medicine Cytogenetics and Molecular Pathology Laboratory.

### CUT&Tag

CUT&Tag was performed on WT hESCs (day 0), hMGEs (day 15), and hcINs (day 35) for CHD2 and H3K27me3. The protocols.io V.2. protocol^37^ was followed, using a minimum of 200,000 cells per sample. The protein A-Tn5 fusion protein (pA-Tn5) was provided by the laboratory of Steve Henikoff and the antibodies used were Rat anti-CHD2 (Sigma MABE873) and Rabbit anti-H3K27me3 (Cell Signaling Technology #9733). Secondary antibodies used were Rabbit anti-Rat IgG (abcam ab6703) and Guinea Pig anti-Rat IgG (Antibodies-Online ABIN101961). Samples with unique dual-end indexes were pooled in equimolar concentrations and were sequenced by the Washington University Genome Technology Access Center (GTAC) @MGI on the NovaSeq-6000 sequencer with the S4 flow cell as 2 × 150 bp paired-end reads at a depth of at least 10 million (M) reads per sample. Raw reads from CUT&Tag samples were processed by AIAP (v1.1) using human genome hg38 as a reference to perform read quality control, alignment, quantification, and peak calling^38^. Peaks from replicates were intersected using bedtools intersect peak with options -f 0.25 -F 0.25 -e. Peaks identified as intersecting in 2 or more out of 4 total replicates were defined as reproducible peaks.

### ChIP-seq

ChIP-seq was performed on WT hESCs (day 0), hMGEs (day 15), and hcINs (day 35) for H3K27ac and H3K4me3 and on the line with heterozygous disruption of CHD2 (CHD2^+/−^) in hMGEs (day 15), and in hcINs (day 35) for H3K27ac, as described previously^15^. The antibodies used were Rabbit anti-H3K27ac (Millipore 07-360) and Rabbit anti-H3K4me3 (Millipore 07-473). Library preparation and sequencing were performed by GTAC@MGI using the HiSeq3000 sequencer to obtain at least 30 M single end 50 base pair reads per sample. ChIP-seq data analysis was performed as described previously^15^.

### RNA-seq

For comparison of gene expression in WT and CHD2^+/−^ cells during hcIN differentiation, RNA was collected from hMGEs (day 15) and hcINs (day 35) from 4 biological replicate experiments per sample type, with WT and CHD2^+/−^ cells differentiated in parallel to generate each biological replicate. RNA was collected and quantified as previously described^39^. RNA-seq library preparation and Illumina sequencing was performed by the GTAC using the SMARTer Ultra Low RNA kit (Takara-Clontech) per the manufacturer’s instructions. Paired-end 150 bp reads were obtained using an Illumina NovaSeq-6000 sequencer with the S4 flow cell, to a depth of ~ 30 M reads per sample. The transcriptomic data and epigenomic data obtained here was also compared with datasets obtained in our previous work^15^ that describes transcriptomic changes accompanying differentiation from hESCs (day 0), to hMGE progenitors (day 15), and during hcIN maturation (day 35).

Raw reads from RNA-seq samples were quality trimmed using cutadapt (v2.4) with options—quality-cutoff = 15,10—minimum-length = 36^40^. Reads were aligned using STAR (v2.5.4b) using human genome hg38 as a reference with Gencode V27 annotations^41^. Reads were quantified at the gene level using featureCounts (v1.6.4) from the subread package^42^. For differential expression analysis, gene-level quantification from featureCounts were normalized to counts per million (CPM) using the CPM function in edgeR in R (v3.6)^43^. Genes with expression under 1 CPM in more than half of the samples compared were excluded from analysis. Differential expression analysis was performed with DESeq2 in negative binomial mode using counts for genes that passed the 1 CPM cutoff^44^. A twofold expression change, expression higher than 1 CPM, and a Benjamini and Hochberg false discovery rate (adjusted *p* value) of < 0.05 were set as cutoff values for a gene to be considered differentially expressed.

### Quantitative PCR

RNA was isolated using the NucleoSpin RNA kit (Macherey–Nagel), was quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific) and 1000 ng was used to make cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Equal quantities of cDNA were used as template for the qPCR using the Applied Biosystem StepOne Plus quantitative PCR system. GAPDH was used as an endogenous quantitative control and all primers used can be found in Table S11. Data were generated from 4 biological replicate samples, each of which consisted of 3 technical replicates. All statistics were performed by calclating the relative abundance, and data is presented as fold change by comparison with WT.

### Annotation and motif analysis of peak sets

Peak sets were annotated using the annotatePeaks.pl function in HOMER2 using human reference hg38 and GENCODE V27 annotation^45^. Promoter regions were defined as +/- 2kb from the transcription start site. Genes and genomic region annotations associated with peaks were defined using calls based on the nearest transcription start site (TSS) by HOMER. Motif analysis was performed using the findMotifsGenome.pl function within HOMER2 with hg38 as reference and option -size given.

### Data clustering and visualization

Clustering analysis was performed using WT gene expression data from hESCs (day 0), hMGEs (day 15), and hcINs (day 35). All genes with a fold change of less than 1.5 from hESCs to hMGEs or from hMGEs to hcIN were eliminated from analysis. Clustering was performed on gene expression (RPKM) values using the kmeans function in the R statistical package^46^, with a K value of 12 determined using the elbow method of the sum of squared errors. To generate deepTools plots, representative signal density bigwig files chosen at random from the replicates and normalized to a depth of 10 M reads by AIAP were used for visualizations with deepTools (v3.5.0)^47^. The deepTools signal matrix was generated using selected peak sets by the computeMatrix function in reference-point mode with options -a 2500 -b 2500 -bs 50—missingDataAsZero—referencePoint center. Plots were generated using the plotHeatmap function with options -zMin 0 -zMax 60 -yMin 0 -yMax 60 for uniform signal density scaling. Heatmaps were created using ClustVis^48^, with rows centered and unit variance scaling applied to rows. Rows were clustered using correlation distance and average linkage. Gene ontology enrichment analysis was done using the ToppFun tool from the ToppGene suite^49^ and reporting FDR corrected p-values generated using the probability density function methodology. Gene network analysis was done using the CompBio tool from the PercayAI platform^50^, using the 1000 genes with CHD2 binding closest to the TSS (500 genes upstream and 500 downstream) as input to assess each CHD2 bound gene set. Further network analysis and visualization was done using ClueGO (Cytoscape)^51^.

### Immunofluorescence and Edu staining

Where appropriate, cells were treated with 5 µM Edu for 2 or 12 h at day 20 of differentiation. Cells were fixed in 4% Paraformaldehyde and those that were incubated with Edu were stained using the Click-iT™ EdU Cell Proliferation Kit for Imaging and Alexa Fluor™ 555 dye (Thermo Fisher Scientific) as per the manufacturers instructions, after which samples were treated the same as those that were not incubated with Edu. For immunocytochemistry, cells were blocked using 5% donkey serum and 0.1% Tween20 (Sigma). Primary antibodies were: mouse anti-MAP2 (Millipore Sigma, M1406), rabbit anti-SST (Peninsula Labs, T-4102), rabbit anti-TTF1 (abcam, ab204411), and rabbit anti-KI67 (abcam, ab16667) and were added overnight at 4 °C. Cells were washed and incubated with secondary antibodies (donkey anti-mouse 555 and donkey anti-rabbit 488 (ThermoFisher Scientific A-31570 and A-21206, respectively) for 1 h at room temperature. Cells were counterstained using DAPI (1 µg/mL) and mounted using ProLong™ Glass Antifade Mountant (ThermoFisher Scientific). Images were obtained using a spinning-disk confocal microscope (Quorum), using MetaMorph software and image processing with ImageJ. Quantification was performed using a minimum of 3 random images (technical replicates) taken from a minimum of 3 independent biological replicates. Quantification was performed using CellProfiler, requiring a minimum of 80% overlap between immunostaining and DAPI staining for positivity to be registered.

### Western blotting

Protein from WT and CHD2^+/−^ embryonic stem cells was isolated in RIPA buffer and western blotted to detect CHD2 protein using the Rat anti-CHD2 (Sigma MABE873) antibody. Visualization was performed by chemiluminescence, CHD2 protein was detected at its predicted molecular weight of 200 kDa, and CHD2 band intensity was normalized to the GAPDH loading control, detected on the same blot.

### Statistical analysis

Where appropriate, statistical analysis was carried out using a combination of GraphPad Prism version 9 (GraphPad Software; La Jolla, CA, USA, available from www.graphpad.com) and RStudio version 3.5.1 (RStudio: Integrated development environment for R; Boston, MA, USA. Available from www.rstudio.org). All technical replicates were averaged before statistical analysis and specific statistical tests used for each data analysis are detailed in the figure legends. The number of separate differentiations used for each analysis is described in the figure legends as n.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

Supplementary Information 12.

Supplementary Information 13.

Supplementary Information 14.

Supplementary Information 15.

Supplementary Information 16.

Supplementary Information 17.

Supplementary Information 18.

## Data Availability

All data generated and analyzed during this study are included in this published article, while original unprocessed data is publicly available through the Gene Expression Omnibus (GEO) repository (Superseries GSE182784). The CHD2^+/−^ hESC line used in this study is available from the investigator by material transfer agreement with Washington University.

# Supplementary material for: Regulation of human cortical interneuron development by the chromatin remodeling protein CHD2
**Source:** Sci Rep. 2022 Sep 17;12:15636. doi: 10.1038/s41598-022-19654-y
**Supplement:** Supplementary file 18 — Supplementary Information 18.

**Supplemental Table Legends**

**Supplemental Table S1. Master sheet integrating all types of data used in this paper for all CHD2 peaks.** All hg38 peaks bound by CHD2: at any stage (in day (D) 0 hESCs, D15 hMGE progenitors, or D35 hcINs 'all'), in a stage-specific manner ('unique'), or at two or more stages (for example, D0_D15pk indicates a peak bound by CHD2 in hESCs and hMGEs) are indicated (columns A-K). These were integrated with peaks where >25% of the CHD2 peak sequence intersected with a histone modification peak for H3K27ac, H3K4me3, or H3K27me3 at all three stages during differentiation of wild type (WT) hESCs into hcINs (columns L-T). These peaks were also intersected in the same manner with peaks that were differentially acetylated (H3K27ac differentially bound regions-DBRs) in WT versus CHD2^+/-^ hMGEs (D15) or hcINs (D35)(columns U-X). Peaks were annotated to the nearest transcription start site and differentially expressed genes (DEGs) in the WT versus CHD2^+/-^ RNA-seq data comparison are also indicated (columns Y-AE). Expression during differentiation of WT hESCs into hcINs (average RPKM values across replicates) and differential expression cluster numbers are also shown (columns AF-AI).

**Supplemental Table S2. Clustering analysis of differential gene expression during hcIN differentiation of wild type hESCs.** Clustering analysis was performed using WT gene expression data from hESCs (day (D) 0), hMGEs (D15), and hcINs (D35). All genes with a fold change of less than 1.5 from hESCs to hMGEs or from hMGEs to hcIN were eliminated from analysis. Clustering was performed on gene expression (RPKM) values using the kmeans function in the R statistical package^1^ to model 12 expression clusters.

**Supplemental Table S3. Enriched gene ontology (GO) terms for each set of CHD2 peak-associated genes.** All significant terms related to enriched biological processes, molecular functions, cellular components, and disease are provided for each CHD peak-associated gene set.

**Supplemental Table S4. Transcription factor binding site (TFBS) motifs enriched under each CHD-bound peak set.** All enriched motifs predicted for each set of stage-specific 'unique' peaks is shown, with the p-value and enrichment of each TFBS in target peaks versus background used to select the most highly enriched motifs.

**Supplemental Table S5. Expression of human transcription factors during hcIN differentiation.** RNA-seq data for hESC-hcIN differentiation was collected for all human transcription factors ^2^ and was used to define the expression of TFs in the classes with enriched TFBS under CHD2 peaks. Average RPKM values are shown.

**Supplemental Table S6. Enriched gene ontology (GO) terms for genes associated with each set of CHD2 and histone modification coenriched peaks.** Top GO terms were defined for: **(A)** CHD2 and H3K27ac coenriched peaks in hESCs, **(B)** CHD2 and H3K4me3 coenriched peaks in hESCs, **(C)** CHD2 and H3K27me3 coenriched peaks in hMGEs and hcINs, **(D)** CHD2 and H3K27ac coenriched peaks in hMGEs and hcINs.

**Supplemental Table S7. Transcription factor binding site (TFBS) motifs enriched under each set of CHD2 and histone modification coenriched peaks.** All enriched motifs predicted for each set of coenriched peaks is shown, with the p-value and enrichment of each TFBS in target peaks versus background used to select the most highly enriched motifs for: **(A)** CHD2 and H3K27ac coenriched peaks in hESCs, **(B)** CHD2 and H3K4me3 coenriched peaks in hESCs, **(C)** CHD2 and H3K27me3 coenriched peaks in hMGEs and hcINs, **(D)** CHD2 and H3K27ac coenriched peaks in hMGEs and hcINs.

**Supplemental Table S8. Enriched gene ontology (GO) terms for subsets of differentially expressed genes in wildtype (WT) versus CHD2^+/-^ hMGEs and hcINs.** Top GO terms were defined for: **(A)** Genes down-regulated in CHD2^+/-^ versus WT hMGE progenitors and in expression clusters 4, 6, 8, and 10, **(B)** Genes down-regulated in CHD2^+/-^ versus WT hcINs and in expression clusters 4, 6, 8, and 10, **(C)** Genes down-regulated in CHD2^+/-^ versus WT hcINs and in expression cluster 12, and **(D)** Genes up-regulated in CHD2^+/-^ versus WT hcINs and in expression clusters 1-3, 7, 9 and 11. **(E-F)** DESeq2 output for the day 15 **(E)** and day 35 **(F)** RNA-seq analysis, showing the log2 fold changes and adjusted p-values.

**Supplemental Table S9. Enriched gene ontology (GO) terms for subsets of genes associated with differential H3K27ac in wildtype (WT) versus CHD2^+/-^ hMGEs and hcINs (differentially bound regions or DBRs).** Top GO terms were defined for genes associated with: **(A)** reduced H3K27ac in CHD2^+/-^ versus WT hcINs, **(B)** increased H3K27ac in CHD2^+/-^ versus WT hcINs, **(C)** reduced H3K27ac and reduced expression (differentially expressed gene; DEG) in CHD2^+/-^ versus WT hcINs and with CHD2 binding in hcINs under WT conditions, and **(D)** increased H3K27ac and increased expression (differentially expressed gene; DEG) in CHD2^+/-^ versus WT hcINs and with CHD2 binding in hcINs under WT conditions. **(E)** Neurodevelopmental disorder-related genes with increased H3K27ac and increased expression (differentially expressed gene; DEG) in CHD2^+/-^ versus WT hcINs and with CHD2 binding in hcINs under WT conditions.

**Supplemental Table S10. Transcription factor binding site (TFBS) motifs enriched under each set of CHD2 and histone modification coenriched peaks.** All enriched motifs predicted for each set of coenriched peaks are shown, with the p-value and enrichment of each TFBS in target peaks versus background used to select the most highly enriched motifs for: **(A)** peaks bound by CHD2 in hcINs that also exhibit reduced H3K27ac (DBRs) in CHD2^+/-^ versus WT hcINs and that are also associated with a DEG with reduced expression in CHD2^+/-^ versus WT hcINs. **(B)** peaks bound by CHD2 in hcINs that also exhibit increased H3K27ac (DBRs) in CHD2^+/-^ versus WT hcINs and that are also associated with a DEG with increased expression in CHD2^+/-^ versus WT hcINs.

**Supplemental Table S11. Quantitative PCR primers used in this study.**

**Supplemental Figure Legends**

**Supplemental Figure S1. Cluster analysis of gene expression changes during hMGE specification and hcIN differentiation.**

**(A)** Gene expression changes during specification of wild type hESCs as hMGE progenitors and their differentiation into hcINs. Only genes with a greater than two-fold change in gene expression (i.e. log2 RPKM > 1) from hESC-hMGE or from hMGE-hcIN are shown. Different colors indicate each gene cluster, as determined by K-means clustering based on fold changes. **(B-G)** Expression (RPKM) of key hMGE (NKX2.1, ASCL1, DLX2) and key hcIN genes (SST, GAD1, GAD2) from day 0-35 of hcIN differentiation.

**Supplemental Figure S2. Associations between CHD2 binding and risk genes for ASD or Epilepsy.**

Overlap of genes bound by CHD2 with high-confidence autism spectrum disorder (ASD)-associated genes (left Venn diagram and top heatmap) and epilepsy-related genes (right Venn diagram and bottom heatmap). Venn diagrams show numbers of genes bound by CHD2 in each cell state(s), with the center of the diagram showing the number of ASD/epilepsy-associated genes with at least one CHD2 binding event in hESCs, hMGEs, and hcINs. Heatmaps show expression (RPKM) of each gene in hESCs, hMGEs, and hcINs, color-coded and displayed in the order corresponding to the Venn diagram sections.

**Supplemental Figure S3. Gene network associated with CHD2 binding in hMGE progenitors.**

Gene network was generated from a single representative GO term (neuroepithelial development) associated with CHD2 binding unique to hMGE progenitors.

**Supplemental Figure S4. Gene expression changes of key transcription factors during hcIN differentiation.** Heatmaps of expression during hMGE specification and hcIN differentiation (RPKM) are shown for eight key classes of transcription factors that exhibited enriched transcription factor binding site motifs under CHD2 peaks in Homer analysis. CHD2 could function cooperatively or antagonistically with these transcription factors during hcIN differentiation.

**Supplemental Figure S5. Coenrichment of CHD2 bound peaks with several histone modifications.**

**(A**) deepTools plot showing all CHD2 bound peaks, and H3K4me3, H3K27ac, and H3K27me3 coenrichment at these CHD2 peak locations in hESCs, hMGEs, and hcINs. Chromatin state at regions bound by CHD2 in hESCs (top sections), in hMGEs (middle sections), and in hcINs (bottom sections) are shown separately. Plots at the top indicate the overall level of enrichment of each modification or CHD2 binding event. **(B)** Quantification of chromatin state at CHD2 peaks. Chromatin state at each CHD2 bound peak is indicated by the number of unique peaks for each histone modification that coenrich at sites of CHD2 binding at different stages of differentiation, considering all CHD2 bound peaks at each stage. CHD2 peaks indicated as 'bivalent' are coenriched for both H3K27me3 and H3K4me3. **(C)** Quantification of any CHD2 peaks that are coenriched for H3K4me3 or H3K27me3 at D0 and that are bivalent (e.g. coenriched for both histone modifications) at later time points, by comparison with the total number of CHD2-bound peaks that are coenriched for bivalent histone modifications across all time points (total bivalent). The peaks annotated only as D15/D35 bivalent are not enriched for H3K4me3 or H3K27me3 at D0.

**Supplemental Figure S6. Generation and analysis of hESCs heterozygous for a frameshift mutation in the *CHD2* gene.**

**(A)** Genetic sequence of the WT and mutant allele in the *CHD2^+/-^* hESC line, showing variant nucleotides in red for the WT and mutant allele. **(B)** Western blot analysis of CHD2 and GAPDH (loading control) levels in WT and *CHD2^+/-^* hESCs, with quantification at the left. **(C)** Karyotypic analysis of WT and *CHD2^+/-^* hESCs indicates a normal karyotype for both lines. **(D)** Comparison of the percentages of SST immunopositive hcINs in WT versus CHD2^+/-^ cultures after plating equivalent numbers of progenitors. n=3 biological replicate experiments. **(E)** Percentages of nuclei that were immunopositive for NKX2.1 in WT versus CHD2^+/-^ at D25 of differentiation. n=3 biological replicate experiments. **(F)** Representative images of D25 cells immunostained for NKX2.1. **(G)** Percentages of nuclei that were EdU immunopositive at D30, after receiving a 2 hr pulse of EdU at D20. **(H)** Representative images of EdU staining at D30, after a 2 hr pulse of EdU at D20. **(I)** Percentages of nuclei that were EdU immunopositive at D30 after receiving a 12 hr pulse of EdU at D20. **(J)** Representative images of EdU staining at D30, after cells received a 12 hr pulse of EdU at D20. Scale bar=100µm. Data is represented as mean ± SEM and was analyzed by an unpaired students t-test: **P<0.01 vs control. **(K-M)** Three replicate experiments, with the entire immunoblot shown, validate the finding shown in Fig. S6B (reduction of CHD2 levels upon disruption of one allele of the *CHD2* gene, results for two lines shown).

**References**

1 R: A language and environment for statistical computing v. 4.0.5 (2021-03-31) (R Foundation for Statistical Computing, Vienna, Austria, 2021).

2 Lambert, S. A. *et al.* The Human Transcription Factors. *Cell* **175**, 598-599, doi:10.1016/j.cell.2018.09.045 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

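RNA from WT and CHD2+/- cells of the H9 hESC line was sequenced at the hMGE stage (day 15) and at the hcIN stage (day 35). Of 46 samples mapped to a condition from their labels and the paper, the 14 RNA-seq libraries were analysed, 4 WT and 4 CHD2+/- at the hMGE stage and 4 WT and 2 CHD2+/- at the hcIN stage. The 16 ATAC-seq samples and the 16 H3K27ac samples were not analysed here. The labels name the edited cells a knockout and the paper names them CHD2+/-, and the paper's name is used.

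The authors deposited counts, which are whole numbers of reads per gene, without normalization. According to the paper's methods, the authors trimmed the reads with cutadapt, aligned them with STAR to hg38 with GENCODE annotation and counted them per gene with featureCounts. Replicates were not pooled. The paper's text does not name the strandedness of the counting or how reads shared between genes were handled. The table lists 56609 genes by symbol, 0 of them without a name, together with a gene length. A further 11 columns of per-sample values in that table match no sample of this study by name and were not used.

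Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 0.5 of the libraries compared were kept. Normalization factors came from TMM, the quasi-likelihood model was fitted with glmQLFit (robust) and tested with glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p-value under 0.05 with a log2 fold change of at least 1 in either direction, the limits of the paper's methods. Libraries of each stage were fitted by themselves, the change between stages with an interaction term over all 14 libraries, and WT hcINs against WT hMGEs over the 8 WT libraries. CPM values of single genes use TMM within a stage, and RPKM values divide the counts by the length in the authors' table. Gene coordinates, exon overlaps and GC content were taken from GENCODE V44 on GRCh38, the build the authors aligned to as hg38, whereas the authors counted on an earlier GENCODE release. In that annotation 64.8% of all symbols in the table and 91.3% of the symbols tested were found with a GC value.

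5 gene lists were tested at each stage and for the change between stages with camera on the fitted model, at a preset correlation of 0.01 between genes, with adjustment over the 15 tests. The S phase and G2/M phase lists are those of the Seurat package, and the tight junction, pluripotency and synaptic lists were written by hand. The themes of all 5 lists follow results the paper reports from this experiment, so their choice is not independent of the data. Lists of neural progenitor, mesenchymal and interferon response genes were tested for description only. The genes named one by one were CHD2, the 6 genes of Fig. 6A, SYN2, SYN1, SYT5, the 4 genes of the Discussion, the markers and factors the paper names, and at each stage and in each direction the 3 genes with the largest log2 fold change among the DEGs with a mean of at least 10 CPM and no overlap between the groups. Genes named only by a clone or LINC number were left out of that ranking. Term lists of Tables S8 and S9 were used only where all their genes could be read.

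The alternatives were DESeq2, edgeR's RLE normalization, no filter on low counts, a log2 fold change of at least 0.5 or no such limit, one fit over all libraries, the replicate number as a block, leaving out each library in turn, and for lists fry and an estimated correlation. A further 3 alternatives were chosen after seeing the data, namely edgeR's earlier dispersion estimate, the removal of each library's trend with GC content and gene length, and a covariate for the difference between the arms of chromosome 20. The newer dispersion estimate of edgeR 4 had been noted as the main one without being part of the written design, and the results of both had been seen before the text was written. The outcome of each alternative is given in the closing section.

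The steps were tested on simulated data, with counts drawn from the means, dispersions and library sizes of the real libraries and 200 genes changed. At the hMGE design edgeR found 99 of them with 5 false calls and DESeq2 found 128 with 37 false calls. At the hcIN design edgeR found 81 with 11 false calls and DESeq2 found 108 with 51. For the interaction edgeR found 38 with 3 false calls and DESeq2 71 with 26, and for the WT stages edgeR found 119 with 16 and DESeq2 144 with 44. These calls used the adjusted p-value alone. Of the genes changed by 2 on the log2 scale, edgeR found 87.9% at the hMGE design, 74.5% at the hcIN design and 37.4% for the interaction. The lists were tested on simulated hcIN counts in which 1 list of 43 genes was lowered by 1 on the log2 scale. Its median came out at -0.93, and 0 of the 4 unchanged lists had a camera p-value under 0.05. A simulated GC trend in every other hMGE library gave 5657 calls among 14644 genes between the libraries with and without it, and 0 after the trend was removed. This trend was made steeper after a first, weaker one had given too few calls for a test.

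The libraries held 13168366 to 35757077 counted reads, and each gene tested had at least 1 CPM in at least 0.5 of the libraries compared. Over 12379 genes with at least 20 reads in every library, the chi-square per degree of freedom between libraries of a group lay between 14.6 and 302 for the 19 pairs, so the replicates differed by far more than the sampling noise of their counts, and no library was taken for a repeat of another. CHD2+/- hMGE replicates 3 and 4 were the closest pair (14.6). WT hMGE replicate 4 was closer to CHD2+/- hMGE replicates 4 (22.0) and 3 (41.3) than to any other WT hMGE library (lowest 91.0). WT hMGE replicate 1 was closest to CHD2+/- hMGE replicate 1 (46.6), and WT hMGE replicate 2 to WT hMGE replicate 1 (67.7). The libraries of an hMGE group may therefore not be equally independent cultures.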

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

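The tests of undifferentiated cells and of the relation between 20p and 20q were chosen after the result was seen.

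In groups of 4 libraries, a library far from the other 3 was looked for in 129 sets of values. A library stood out in 9 of these sets, against 6.45 expected by chance at 1 in 20. WT hMGE replicate 4 and WT hcIN replicate 3 each stood out in more than 1 set, so the sets are not independent. In WT hMGE replicate 4, MAP2 was 219 CPM against 119 to 132 in the other WT hMGE libraries, and RFX4 was 139 CPM against 6.45 to 17.2. Without that library the log2 fold change of RFX4 at the hMGE stage went from -0.71 to 1.03. In WT hcIN replicate 4, GMNN was 155 CPM against 82.8 to 86.3. In WT hcIN replicate 1, APOA2 was 72.8 CPM against 8.10 to 11.1. In CHD2+/- hMGE replicate 2, the G2/M list score was 0.22 against 0.41 to 0.43. Mitochondrial genes took 7.65% of the counts in WT hMGE replicate 2 against 4.90 to 5.33%. As the number is near that expected by chance, no cause was tested for these values, and no biological explanation was tested.

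In WT hcIN replicate 3, SYT5 was 11.6 CPM against 2.13 to 3.03 in the other WT hcIN libraries, and SST was 304 CPM against 24.4 to 63.4. The same library had the highest synaptic score of the WT hcIN libraries (0.68 against -0.49 to -0.02) and the lowest G2/M score (-0.73 against 0.02 to 0.33). It also had the highest mesenchymal score of these libraries (2.04 against 0.15 to 0.88). Without it, 1386 genes were called lower and 1227 higher in CHD2+/- hcINs, in place of 751 and 328. A candidate explanation is that this culture was further along in its differentiation than the other WT cultures. No value here tests that against a difference in handling.

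In CHD2+/- hMGE replicate 1, the median of the genes on the short arm of chromosome 20 (20p) minus that of the long arm (20q) was -0.93 on the log2 scale, against 0.69 to 0.87 in the other CHD2+/- hMGE libraries. The pattern across all libraries and its tests are given under the other observations. There the medians of the arms had a Pearson's r of -0.85 over the 14 libraries, and removing trends with GC content and length left the SD of the 20p median at 0.49.

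For 4 gene lists the change between CHD2+/- and WT libraries differed between the hcIN and the hMGE stage by an interaction test (camera with adjustment over 15 tests). The median change in log2 fold change was -1.58 for the G2/M list (adjusted p = 3.11e-35, 51 of 54 genes negative), -1.10 for the S phase list (adjusted p = 4.08e-18, 41 of 43 negative), 0.89 for the synaptic list (adjusted p = 6.90e-14, 57 of 59 positive) and -0.58 for the pluripotency list (adjusted p = 2.09e-07, 13 of 21 negative). With fry only the 2 cell cycle lists were past the threshold. The pluripotency difference was 0.08 without CHD2+/- hcIN replicate 2 and -4.44 without CHD2+/- hcIN replicate 1, so it rests on the spread between these 2 libraries.

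Several technical explanations for the cell cycle and synaptic differences were tested. Library size did not account for the DEGs behind them, since 93.3% of the hcIN DEGs were still called with every library thinned to the smallest total. Gene length was also argued against. Over 10000 random lists matched on length and mean expression, the highest median was 0.57, below the 1.40 of the synaptic list, and the lowest was -0.46, above the -1.73 of the G2/M list. Leaving out the genes on chromosome 20, the hcIN medians were -1.62 for G2/M, -1.29 for S phase and 1.39 for the synaptic list. A loss of undifferentiated cells alone would raise neural progenitor genes as much as synaptic genes only if such cells express both equally little. The neural progenitor list had a median of -0.15 at the hcIN stage, with the middle 50% between -0.54 and 0.49, below that of the synaptic list (0.88 to 1.82). The level of progenitor genes in undifferentiated cells was not measured here, so these values do not exclude this explanation for the synaptic list. For the cell cycle lists this explanation cannot be told apart from the genotype. With the pluripotency score of each library as a term of the fit, the G2/M median was -1.65, but its median standard error grew from 0.37 to 0.77 and 0 genes were called (2219 at an unadjusted p-value under 0.05), because the score and the genotype run together. What stays open is a biological difference between genotypes at this stage, and a difference between cultures in how far they had differentiated. A loss of undifferentiated cells and the CHD2+/- hcIN group of only 2 libraries stay open as well. The 15 ways to split the 6 hcIN libraries into 4 and 2 cannot give a share under 0.05. 1 of them, the real one, gave as many DEGs (1079). The next gave 108, and the other 13 gave 0 (21 to 1842 genes at an unadjusted p-value under 0.05).

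In hMGEs the same lists moved little. Of the 35 ways to split the 8 hMGE libraries into 4 and 4, the real one included, 21 gave a G2/M median as far from 0, 4 an S phase median and 3 a synaptic median as far from 0, so these 3 changes did not stand apart from other splits. The splits took no account of the replicate numbers. For the pluripotency list it was 1 of 35.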

How the results depend on the processing

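The 3 settings of the fourth paragraph were chosen after the results were seen. The numbers of DEGs moved with the tool and the filter. In hMGEs, 63 lower and 1 higher genes became 225 and 9 with DESeq2, 262 and 2 without the filter on low counts, and 153 and 0 with all libraries in one fit. All 63 lower genes were among the 225. The counts were from 0 to 93 lower and from 0 to 2 higher across the 8 fits that each left out one library, with 93 and 2 without WT replicate 4, 34 lower without CHD2+/- replicate 1, 33 without CHD2+/- replicate 4, and 0 without any of the other 5 (642 to 1268 genes at an unadjusted p-value under 0.05). In hcINs, 751 lower and 328 higher genes became 1415 and 849 with DESeq2. There were 563 higher genes without the filter and 518 with all libraries in one fit. Across the 4 fits that each left out one WT hcIN library they were from 0 to 1386 lower and from 0 to 1227 higher, with the highest counts without WT replicate 3, 5 lower genes without WT replicate 1, and 0 genes without WT replicate 2 or 4 (3031 and 3118 at an unadjusted p-value under 0.05). Leaving out a CHD2+/- hcIN library left 1, so no call was made. The share of lower genes at the hcIN stage fell from 69.6% to 62.5% with DESeq2 and 53.0% without WT replicate 3.

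For the change between stages, 0 genes (1330 at an unadjusted p-value under 0.05) became 173 with DESeq2, and were from 0 to 100 across the fits that each left out one library, with 100 without WT hcIN replicate 3 and 0 in the fits without any other library except a CHD2+/- hcIN one, where no call was made (964 to 1470 at an unadjusted p-value under 0.05). It was 0 with RLE normalization, without the filter and with the replicate block (1332, 2568 and 1741 at an unadjusted p-value under 0.05). For WT hcINs against WT hMGEs, 138 lower and 502 higher genes became 317 and 796 with DESeq2 and 284 and 981 without the filter, with 281 higher genes with all libraries in one fit. Leaving out one library gave from 23 to 146 lower and from 73 to 483 higher genes, both lowest without WT hcIN replicate 2. The cause of these changes was not tested. RLE normalization and the limits of 0.5 or none on the log2 fold change left all 7 counts within 1.5 times.

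Whether equal replicate numbers mark cultures grown together was checked, since the paper states that WT and CHD2+/- cells were differentiated in parallel to generate each biological replicate but does not tie the numbers of the labels to these runs. The deviations of same-numbered libraries from their group means had correlations of 0.39, 0.43, -0.15 and 0.65 at the hMGE stage. As 1 of these 4 pairs did not move together, the numbers were not taken to pair the libraries, and the other 3 leave open that they shared a run. With 2 CHD2+/- libraries at the hcIN stage, whose deviations mirror each other, the check shows nothing there. With the replicate number as a block there were 110 lower and 3 higher genes at the hMGE stage and 85 genes lower in WT hcINs than in WT hMGEs. TMEFF2 at the hMGE stage (0.39) and VEPH1 at the hcIN stage (0.081) changed direction with the block, neither past the threshold. Of the genes named at the hcIN stage, MYT1L, SNAP25, SST, GAD1 and SYT5 were called with the block and not in the same test without it, and the reverse held for GMNN, NRXN3, FOXD3-AS1 and LNCPRESS1.

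A further 3 settings were chosen after seeing the data. With edgeR's earlier dispersion estimate there were 42 lower and 0 higher genes at the hMGE stage and 200 higher genes at the hcIN stage. With each library's trend with GC content and length removed there were 3 higher genes at the hMGE stage, 6 genes that changed between stages, and 282 genes lower in WT hcINs. CCNB2 (0.12) and MCM2 (0.12) at the hMGE stage then changed direction, as did the G2/M list at the hMGE stage (0.000208), none past the threshold. With the 20p minus 20q difference as a covariate there were 1 lower and 0 higher genes at the hMGE stage (991 at an unadjusted p-value under 0.05), 1291 and 769 at the hcIN stage, 5 that changed between stages, and 227 lower and 894 higher genes in WT hcINs. CCNB2 (0.093), MCM2 (0.027), GAD2 (-0.41) and KLF3 (-0.19) at the hMGE stage changed direction with it.

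CHD2 kept its positive log2 fold change without a call at both stages under every setting. The list medians do not change when the correlation between genes is estimated, but no list call held. The adjusted p-values then ranged from 0.0788 to 0.206 for the S phase list (-0.17 at the hMGE stage, -1.28 at the hcIN stage, -1.10 between stages), the G2/M list (-1.73 at the hcIN stage, -1.58 between stages), the synaptic list (0.33, 1.40, 0.89), the tight junction list (-0.077 at the hMGE and -0.40 at the hcIN stage) and the pluripotency list (-2.49, -3.85, -0.58). With fry the calls lost were those of the S phase (-0.17) and synaptic (0.33) lists at the hMGE stage and of the synaptic (0.89) and pluripotency (-0.58) lists between stages. The simulated genes were drawn independently of each other, so the simulation does not decide between these tests. The estimated correlations at the hcIN stage were 0.68 for G2/M, 0.63 for S phase, 0.52 for pluripotency, 0.36 for synaptic and 0.086 for tight junction genes. At the hMGE stage they were 0.067, 0.073, 0.57, 0.19 and 0.031 in the same order. All lie above the preset 0.01. Where the genes of a list move together strongly, the p-values at the preset correlation are too small.

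With one library left out, the medians at the hMGE stage ranged from -0.21 to -0.16 for S phase (adjusted p = 0.0624 in camera without CHD2+/- replicate 2), from -0.10 to 0.00350 for G2/M (positive without WT replicate 1), from 0.22 to 0.58 for the synaptic list, from -0.17 to 0.032 for tight junctions (positive without CHD2+/- replicate 1) and from -2.61 to -1.83 for pluripotency. At the hcIN stage they ranged from -1.37 to -0.93 for S phase, from -1.86 to -1.54 for G2/M, from 1.22 to 1.81 for the synaptic list, from -0.59 to -0.20 for tight junctions and from -8.04 to -2.91 for pluripotency, where the extremes left out 1 of the CHD2+/- libraries. Between stages they ranged from -1.34 to -0.82 for S phase, from -1.87 to -1.45 for G2/M, from 0.62 to 1.30 for the synaptic list, from -0.44 to 0.00090 for tight junctions (positive without CHD2+/- hMGE replicate 4) and from -4.44 to 0.084 for pluripotency (positive without CHD2+/- hcIN replicate 2).

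Some genes not past the threshold also changed direction with 1 library left out. In hMGEs CCNB2 ranged from -0.16 to 0.06, MCM2 from -0.42 to 0.19, GAD2 from -0.021 to 0.97, RFX4 from -2.34 to 1.03, KLF3 from -0.089 to 0.48 and TMEFF2 from -0.47 to 1.25. In hcINs RFX4 ranged from -2.47 to 0.50 and VEPH1 from -0.51 to 0.068. Apart from fits that left out a library, 8 results for single genes were reversed, 24 weaker and 29 stronger, and 425 kept their direction and their side of the threshold. Thinning the hcIN libraries to the smallest total gave 728 to 768 lower genes over 5 draws, so unequal depth changed that count little.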

Differences from the paper's values

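The 20p minus 20q covariate was chosen after the results were seen. The paper's Fig. 5C shows about 500 genes lower in CHD2+/- hMGEs, read by eye, against 63 here, and about 100 genes higher, against 1 here. None of the alternatives set before the data were examined closed either gap. The nearest were 262 lower genes without the filter on low counts and 9 higher genes with DESeq2, the paper's tool. With DESeq2 and a limit of 0.5 on the log2 fold change, there were 232 lower and 19 higher genes. The bars of Fig. 5C and Fig. 5D count only the genes assigned to an expression cluster.

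The paper's Fig. 5D shows about 1500 genes lower in CHD2+/- hcINs, read by eye, against 751 here. Of the alternatives set before the data were examined, DESeq2 (1415), no filter on low counts (1099) and leaving out WT replicate 3 (1386) came within 1.5 times. RLE normalization, the other limits on the fold change, one fit over all libraries, the replicate block and leaving out any other WT hcIN library did not. With the 20p minus 20q covariate, chosen after seeing the values, it was 1291. For higher genes the paper's Fig. 5D shows about 1200, read by eye, against 328 here. DESeq2 (849) and leaving out WT replicate 3 (1227) came within 1.5 times, and the other alternatives set before the data were examined did not. With DESeq2 and a limit of 0.5 on the log2 fold change, the counts were 1578 lower and 1021 higher.

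The paper's methods give 4 biological replicate experiments per sample type, and the CHD2+/- hcIN libraries analysed here number 2.

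The paper names MCM2 among the genes significantly lower in CHD2+/- hcINs. Here it was lower without a call (log2 fold change -1.20), and was called with DESeq2 and with edgeR's test without WT replicate 3. The paper names SYN2, MYT1L, SLC12A5 and SNAP25 as genes with increased expression, and here their log2 fold changes were 1.31, 2.28, 1.35 and 1.97 without a call. SYN2 was called with DESeq2, MYT1L and SNAP25 with DESeq2 and with the replicate block, and all 4 without WT replicate 3. MYT1L and SNAP25 were also called with the 20p minus 20q covariate, which was chosen after seeing the values. SLC12A5 was not called with DESeq2. The paper places tight junction assembly among the terms of genes lower at both stages. Here the separate list of tight junction genes, 35 of them tested, had a median log2 fold change of -0.08 at the hMGE stage, with genes in both directions. Camera and fry still called it lower there (adjusted p = 0.00609 and 0.0190). At the hcIN stage its median was -0.40, with 25 of 38 genes negative (camera and fry adjusted p = 0.00156 and 0.0190). Both medians have the paper's direction. Neither call held with an estimated correlation (adjusted p = 0.162 and 0.191).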

Other observations

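The tests of splits of the hMGE genes, of undifferentiated cells, of the copies of chromosome 20, of single genes of 20p, of the genotype, of exchanged labels and of a gain around CHD2 were chosen after the results had been seen.

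CHD2 counts were not lower in the libraries labelled CHD2+/- at either stage, with log2 fold changes of 0.48 and 0.44, while the paper reports reduced CHD2 protein in CHD2+/- hESCs. The sample labels name these cells a knockout and the paper names them CHD2+/-. Which name holds for these libraries was not tested. Labels exchanged between genotypes at the hcIN stage, between the RT-qPCR and the sequencing, are argued against by the 6 genes the paper found lower by RT-qPCR, since 6 of 6 were also lower in the hcIN libraries labelled CHD2+/-. In hMGEs, 61 of 62 genes called lower were also lower at the hcIN stage, but an exchange at the hMGE stage cannot be told apart from opposite effects at both stages by this value. A copy number gain that spans the genes around CHD2 is argued against at the hMGE stage by the 40 genes within 5 Mb, whose median log2 fold change was -0.11, with the middle 50% between -0.32 and 0.24. The 39 such genes tested at the hcIN stage had a median of -0.06, with the middle 50% between -0.68 and 0.48, which includes the value of CHD2, so they decide nothing at that stage. Compensation by the intact allele or a transcript of the edited allele that is not degraded stay open as biological explanations and were not tested.

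Among all splits of the libraries, whatever their replicate numbers, the DEGs of the hMGE stage did not stand apart. Of the 35 ways to split the 8 hMGE libraries into 4 and 4, 3 gave at least the 64 genes of the real one, while 31 gave 0 (34 to 3605 genes at an unadjusted p-value under 0.05). The largest number, 870, came from WT replicates 1 and 4 with CHD2+/- replicates 3 and 4 against the rest, and the other was 658. With each library's trend with GC content and length removed, the split with 870 genes gave 2, so most of its calls went with these trends. The split with 658 genes still gave 373, so 1 split called more genes than the real one (78), and the trends were not the whole cause there. This split set WT replicates 1, 2 and 3 and CHD2+/- replicate 1 against the rest, which are the hMGE libraries with a negative 20p minus 20q difference. Differences between the cultures other than the genotype may therefore be as large as those the labels mark at this stage. Both splits with more genes put libraries of equal replicate number on the same side. Among the few splits that kept equal numbers apart, the real one called 64 genes. Each of the others called 0 (34 to 783 genes at an unadjusted p-value under 0.05). The reading thus depends on whether the numbers mark cultures grown together, which was not settled. For the tight junction list at the hMGE stage, 18 of the 35 splits gave a median as far from 0. For WT hcINs against WT hMGEs, 1 of 35 splits, the real one, gave as many genes (640), and each of the others gave 0 (63 to 1862 genes at an unadjusted p-value under 0.05).

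Pluripotency genes were far lower in the libraries labelled CHD2+/-, and they varied within groups as well. POU5F1 was 50.4 CPM on average in WT and 1.82 CPM in CHD2+/- hMGE libraries, and 112 and 6.26 CPM at the hcIN stage. The mean correlation between the genes of the list within groups was 0.59, against at most 0.19 in 1000 random lists of the same size. A share of undifferentiated cells that differs between cultures is consistent with this, and at the hcIN stage the scores of the 2 CHD2+/- libraries were -0.64 and -4.60. Of the genes tested, 9 of 20 had at least 10 CPM in CHD2+/- hMGEs and 10 of 27 in CHD2+/- hcINs, and LIN28B at the hMGE and LEFTY2 at the hcIN stage were not lower. The paper describes a step that removes remaining undifferentiated cells at day 35. The scores of the CHD2+/- hMGE libraries (-2.87 to -1.05) all lay below those of the WT hMGE libraries (0.18 to 1.92), and 1 of the 35 splits of these libraries, the real one, gave a list median as far from 0, which argues against differences between cultures that are unrelated to the genotype label as the whole of it. The genotype and any other difference between the WT and the CHD2+/- line stay open. Of the 10 genes of Table S8 under somatic stem cell population maintenance, which the study picked from these libraries, 6 are on the pluripotency list.

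Genes on 20p and 20q moved against each other between libraries, which the paper does not report. Over 41 chromosome arms, the median deviation of the 110 genes on 20p varied most between libraries (SD 0.45), followed by that of the 220 genes on 20q (SD 0.27). The arms were split at the gap between 25696853 and 31257664 on chromosome 20 of GRCh38. The medians of 20p and 20q had a Pearson's r of -0.85 (permutation p = 0.00036, adjusted over 2 relations 0.00072) and a Spearman's rho of -0.82 (permutation p = 0.00055) over the 14 libraries, and r was -0.85 without the 2 most extreme libraries. The next most negative r between the arms of another chromosome was -0.77, on chromosome 6. With trends with GC content and length removed, r was -0.83 on chromosome 20 and -0.42 on chromosome 6. The next most negative was then -0.58, on chromosome 8. A few genes with large changes are argued against, as 97.3% of the 20p genes moved with the median of the others. Trends with GC content and length are argued against as well, since the SD of the 20p median was 0.49 once they were removed. The genotype does not account for the pattern, because WT and CHD2+/- libraries overlapped at both stages (difference at the hMGE stage 0.44, two-sided exact permutation p = 0.429). A candidate explanation is a share of cells with 1 copy of 20p and 3 of 20q, as in an isochromosome 20q, that differs between cultures. The 20p median moved more than the 20q median (slope of -0.52), but its range of 1.23 exceeds the 1 on the log2 scale that a change from 2 copies to 1 in all cells would give. No copy number was measured here, and the paper reports normal karyotypes for both lines. The replicate 1 libraries had negative differences in all 4 groups (-0.64, -0.93, -0.75 and -0.69), and the highest was 0.95, in CHD2+/- hcIN replicate 2. Within groups the difference went with a lower pluripotency score (Pearson's r = -0.68, permutation p = 0.0783, Spearman's rho = -0.71, permutation p = 0.0526, over 14 libraries), which leaves a relation to undifferentiated cells undecided. Of the genes called lower, 0 lay on 20p and 2 on 20q at the hMGE stage, and 0 and 17 at the hcIN stage. Of those called higher at the hcIN stage, 4 lay on 20p and 9 on 20q.

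Lists used for description gave these values, with adjustment over their 9 camera tests. The interferon response list had a median log2 fold change of -0.52 at the hMGE stage (adjusted p = 0.0022, 12 of 14 genes lower) and of -0.23 at the hcIN stage (adjusted p = 0.0241, 14 of 20 lower), and changed by -0.29 between stages (adjusted p = 0.0934). The mesenchymal list had medians of -0.08 (adjusted p = 0.633) and 0.19 (adjusted p = 0.591) and changed by 0.71 (adjusted p = 0.106). Its scores were -0.22 and 2.58 in the CHD2+/- hcIN libraries and 0.15 to 2.04 in the WT ones. The hcIN median therefore joins libraries that differ widely. The neural progenitor list had medians of 0.23 (adjusted p = 0.0243) and -0.15 (adjusted p = 0.591) and changed by -0.45 (adjusted p = 0.0241). With fry, the interferon response list held at the hMGE (adjusted p = 0.0451) and hcIN stage (adjusted p = 0.0076), and the calls of the neural progenitor list did not. No call held with an estimated correlation. The tight junction list changed by -0.17 between stages (camera adjusted p = 0.143 over 15 tests).

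Of the marker genes the paper names, NKX2-1 was higher at the hcIN stage in the libraries labelled CHD2+/-, with 37.4 ± 14.9 CPM in WT (SD, n = 4) and 150 ± 41.5 CPM in CHD2+/- (SD, n = 2), a log2 fold change of 2.00 (standard error 0.35, adjusted p = 0.0286 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without WT replicate 1, 2 or 4 (adjusted p from 0.0555 to 0.0945 in that edgeR test). NKX2-1 shares 32.6% of its exon bases with SFTA3 on the same strand and 12.7% with NKX2-1-AS1 on the opposite strand. SST (2.12), GAD1 (1.92), MAP2 (1.26) and GAD2 (0.88) were higher without a call (adjusted p = 0.181, 0.0644, 0.0897 and 0.298 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GAD1 and MAP2 were called with DESeq2, GAD1 with all libraries in one fit and with the 20p minus 20q covariate, and SST, GAD1 and MAP2 without WT replicate 3, where SST was 3.43. GAD2 was 0.24 without CHD2+/- replicate 2. RFX4 (-0.34) and KLF3 (-0.53) were not called (adjusted p = 0.810 and 0.429 from the same edgeR test), while RFX4 was called with the 20p minus 20q covariate (-1.69). RFX4 was 0.50 without CHD2+/- replicate 1 and -2.47 without CHD2+/- replicate 2, and KLF3 was -0.29 without WT replicate 1. RFX4 shares 22.2% of its exon bases with a gene on the opposite strand. At the hMGE stage none of these 7 genes was called. XIST had at most 5 reads in any library.

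Between WT hMGEs and WT hcINs, 138 genes were lower and 502 higher at the hcIN stage among 15582 tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 541 genes called lower in CHD2+/- hcINs and tested at the hMGE stage, 494 had a negative log2 fold change there.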
